# *Npbwr1* signaling mediates fast antidepressant action

**DOI:** 10.1038/s41380-024-02790-4

**Published:** 2024-10-21

**Authors:** Gregor Stein, Janine S. Aly, Lisa Lange, Annamaria Manzolillo, Konstantin Riege, Anna Brancato, Christian A. Hübner, Gustavo Turecki, Steve Hoffmann, Olivia Engmann

**Keywords:** Depression, Neuroscience

## Abstract

Chronic stress is a major risk factor for depression, a leading cause of disability and suicide. Because current antidepressants work slowly, have common side effects, and are only effective in a minority of patients, there is an unmet need to identify the underlying molecular mechanisms. Here, we identify the receptor for neuropeptides B and W, *Npbwr1*, as a key regulator of depressive-like symptoms. *Npbwr1* is increased in the nucleus accumbens of chronically stressed mice and postmortem in patients diagnosed with depression. Using viral-mediated gene transfer, we demonstrate a causal link between *Npbwr1*, dendritic spine morphology, the biomarker *Bdnf*, and depressive-like behaviors. Importantly, microinjection of the synthetic antagonist of *Npbwr1*, CYM50769, rapidly ameliorates depressive-like behavioral symptoms and alters *Bdnf* levels. CYM50769 is selective, well tolerated, and shows effects up to 7 days after administration of a single dose. In summary, these findings advance our understanding of mood and chronic stress and warrant further investigation of CYM50769 as a potential fast-acting antidepressant.

## Introduction

Depression (major depressive disorder) affects up to 1 in 7 people in high-income countries within their lifetime [1–3]. Associated illnesses are among the largest categories of healthcare expenditure [4, 5]. While a growing battery of antidepressant drugs is available, only ketamine has a fast-acting mechanism. Because current antidepressants work slowly, are only partially effective, and have common side effects [6–8], there is an unmet need to identify other, fast-acting pathways, to rapidly ameliorate symptoms of stress and depression in ways independent of known signaling such as serotonergic and glutamatergic signaling.

Chronic stress and depression share molecular signatures that can be modeled reliably in mice [9, 10]. Rapid environmental interventions such as dietary factors are known to impact symptoms of stress and depression but the underlying mechanisms are not fully elucidated [11]. Here we used caffeine, a rapid mood-elevator in mice, [12] as a tool to identify pathways linked to mood and associated disorders. Caffeine alters diurnal gene expression and mood via the interaction of Thr75-DARPP-32 and the CLOCK/BMAL transcription factor complex [12]. However, the downstream gene products, which may mediate mood-elevating effects of caffeine, remain unknown.

Using RNA sequencing, we pinpoint the receptor for neuropeptides B and W (*Npbwr1*, also called GPR7) as a mediator of mood-elevating and antidepressant-like effects in mice. Both NPB and NPW are produced by brain areas projecting to the Nucleus accumbens (NAc), including the ventral tegmental area and the dorsal raphe nuclei [13, 14], which are implicated in chronic stress and depression.

*Npbwr1* is increased by chronic variable stress (CVS) and *NPBWR1* is elevated postmortem in the NAc of depressed patients. Using viral-mediated gene transfer, we identify a causal link between *Npbwr1* and depression-related phenotypes. RNA-sequencing after viral overexpression of *Npbwr1* provides a link to *Bdnf*, a key gene in the antidepressant response [15]. Microinjection of the synthetic *Npbwr1*-antagonist CYM50769 into the NAc reversed the behavioral effects of chronic stress and altered *Bdnf* levels for up to 7 days after one single dose. Accordingly, microinjection of the natural agonist NPB mimicked chronic stress effects and had an opposing effect on *Bdnf*.

In summary, these data characterize a previously unknown pathway, which has rapid effects on stress- and depression-related behaviors. We propose that CYM50769, a selective and well-tolerated molecule, may have fast-acting antidepressant-like effects in mice that warrant further investigation.

## Methods

Further information can be found in the *extended methods*.

### Animals and licenses

Mice were housed following the ethical guidelines of the Thüringer Landesamt für Verbraucherschutz (TLV). Experiments were conducted under animal licenses UKJ-18-036 and UKJ-21-012 (Germany), which comply with the EU Directive 2010/63/EU guidelines for animal experiments. Experiments with genetically modified organisms were performed according to S1 regulations according to the GenTAufzV. PPP1R1B (DARPP-32) T75A knock-in mice were described in [12, 16]. C57Bl/6J mice were housed and bred in the animal facility (FZL) of the Universitätsklinikum Jena, Germany, and in the BIZ animal facility of Friedrich-Schiller-University Jena, Germany, or purchased from Janvier Labs (Saint Berthevin Cedex, France). Both sexes were used as stated. Mice were at least 8 weeks old and were housed in a 12L:12D light cycle.

### Drugs and chemicals

Mice were intraperitoneally (i.p.) injected with 7.5 mg/kg caffeine (#, C0750, Sigma) or saline at an injection volume of 10 ml/kg body weight and tested 2 or 24 h later [12, 17]. NPB ((#CSB-MP015971HU-100, Cusabio) was injected at doses of 1, 3, and 10 nM into the NAc. NPB was diluted in ddH2O up to 100 nM and then diluted with artificial cerebrospinal fluid, which also served as a control. CYM50769 (#4948, Tocris) was injected into the NAc at doses of 0.1 – 10 μM. CYM50769 was diluted in DMSO up to 100 μM and then diluted in artificial cerebrospinal fluid, which also served as a control solution containing the proper concentration of DMSO (#3525, Tocris).

### RNA purification and quantification

RNA was purified by resuspension in Trizol and chloroform-precipitation. RNA was washed in isopropanol and 75% Ethanol. After cDNA conversion with a GoScript™ Reverse Transcriptase kit (#A5001, Promega), quantitative real-time PCR was performed on a Bio-rad CFX96 Real-time system. Primer sequences are listed in the supplementary material. Quantitative PCR results were processed as described [18].

### Western blot and antibodies

Proteins were sonicated for 10 s in 1% SDS and denatured at 98 °C for 5 min. Laemmli buffer was added (100 mM Tris-HCl, pH 6.8, 12% glycerol, 40 g l^−1^ SDS, 2% β mercaptoethanol, and bromphenol blue) and the samples were heated for another 5 min [16]. They were resolved by SDS–PAGE using a Bio-rad system and 4–15% Mini-PROTEAN TGX Precast Protein Gels (#4561086, Bio-rad) and transferred to nitrocellulose membranes (pore size 0.45 µm, #GE10600002, Amersham). Membranes were blocked for 1 h in 1% bovine serum albumin in TBS-T (Tris-buffered saline with Tween, 20 mM Tris, 150 mM NaCl, 0.1% Tween 20, pH 7.5) and incubated overnight at 4 °C with primary antibody (Anti-GPCR CPR7/NPBWR1 antibody, 0.5 μg/ml, #A08247-1, Boster Bio; Actin, 1/1.000, #A-5441, Sigma). Membranes were washed at RT 4x for 15 min in TBS-T, followed by 1 h incubation with the respective secondary antibody at RT (HRP-conjugated anti-rabbit, 1/4.000, #NA9340, GE Healthcare; HRP-conjugated anti-mouse, 1/3.000, #NA9310, GE Healthcare). An immune signal was detected using Clarity Western ECL substrate (#1705061, Bio-Rad) and a LAS 4000 automated detection system (GE Healthcare). Bands were quantified in ImageJ.

### AAVs, stereotaxic surgery, and microinjection

Bilateral stereotaxic surgery into the NAc was essentially performed as described [19]. The following three viruses were utilized at concentrations from 2 ×10^10^ (OE, KD) to 6 ×10^11^ (GFP) particles * ml^−1^: pAAV.1-CAG-GFP (#37825, Addgene), OE-Npbwr1-GFP: pAAV-CAG-GFP-P2A-Npbwr1-WPRE1, KD-Npbwr1-GFP: pAAV-U6-shRNA-Npbwr1#1-CAG-GFP-P2A-WPR3. Npbwr1-regulating AAVs were custom-made by Charitè viral vector core, Berlin, Germany. All AAVs were serotype 1.

### Behavioral tests and CVS

A combination of the acute behavioral tests forced swim test, tail suspension test, sucrose preference, and splash test was performed as described with a combination of at least two tests per experiment [10, 20]. After CVS, no tail suspension test was conducted, as the tail suspension is part of the stress-induction protocol. For CVS groups, caffeine was injected on the last day of CVS (day 21), just before stress induction. The CVS protocol was performed as described [10]. In brief, mice received 21 days of stress with one of three stressors presented in a semi-random order, where the same stressor does not occur on two consecutive days. Stressors consist of 1 h of either, tube restraint, tail suspension, or 100 mild electric random foot shocks. If only female experimenters were present, a used male t-shirt was wrapped in clean protective clothing from the animal unit and placed in the experimental room to avoid variability due to the sex-specific scents of the scientists [21]. Open-field and rotarod tests were performed as previously described [22]. All experiments were conducted in the active phase (dark phase, under red light) of the light cycle.

### Dendritic spine analysis

The analysis was based on detecting the AAVs’ GFP-fluorophores. Photos of 40 μm PFA-fixed brain sections were taken with a Zeiss LSM 880 confocal microscope using the AiryScan method. Maximum intensity projections were obtained using Zen Black and Zen Blue software and analyzed in NeuronStudio (CNIC, Mount Sinai School of Medicine). The total density of spines, proportions of neck-containing and stubby spines as well as the cumulative neck length were determined in Graph Prism.

### Next-generation RNA-sequencing

No rRNA depletion was performed but poly-A-enriched mRNAs were sequenced. A total of 500 ng RNA input material per sample was processed using an NEBNext Ultra II Directional RNA Library Preparation Kit (#E7760) in combination with NEBNext Poly(A) mRNA Magnetic Isolation Module (#E7490) and NEBNext Multiplex Oligos for Illumina (Unique Dual Index UMI Adaptors RNA) (#E7416) following the manufacturer’s instructions (all New England Biolabs). A final amplification of the library was performed. An in-house RNA-sequencing analysis pipeline was applied as described **(**https://github.com/Hoffmann-Lab/rippchen). We utilized Trimmomatic [23] v0.39 (5nt sliding window, mean quality cutoff 20) for read quality trimming. According to FastQC v0.11.9 reports, the Illumina universal adapter was clipped off the 3’ reads end using Cutadapt [24] v2.10. Sequencing errors were detected and corrected using Rcorrector [25] v1.0.4. Ribosomal RNA-derived sequences were artificially depleted by utilizing SortMeRNA [26] v2.1. Subsequently, the data was aligned to the mouse reference genome GRCm38 (mm10) with segemehl [27, 28] v0.3.4 in splice-aware mode and accuracy cutoff raised to 95%. For single-end data with unique molecular identifiers, next to the extraction of unambiguously aligned reads, mappings were further deduplicated for over-amplified PCR fragments utilizing UMI-tools [29] v1.1.1. Afterwards, alignments were quantified on Ensembl v102 reference annotation via featureCounts [30] v2.0.1 (exon-based meta-feature, minimum overlap 10nt). Therefore, strandedness of the library was prior inferred using RSeQC [31] v4.0.0. DESeq2 [32] v1.34.0 was then applied to test for differentially expressed genes. Only significant results (adjusted *P*-value < 0.05, log2FC 0.5 < > −0.5) were considered in downstream analyses and interpretations. Data tables are provided in the supplementary tables and via the Gene Expression Omnibus (GEO) database together with raw sequencing data under accession number GSE271600.

### Postmortem samples

Experiments were conducted in agreement with the Ethics Committee of Jena University Hospital, Germany (Reg.-Nr. 2020-1862-Material). Groups were balanced for age and postmortem interval. NAc samples with age <22–80< years and postmortem interval >130 h were excluded. Informed consent was obtained from all subjects. The RNA IQ score was determined using the Qubit RNA IQ Assay-kit (#Q33221, Thermo Fisher Scientific).

### Statistics

Statistical analysis was performed in GraphPrism. Two-tailed Student’s t-test was used for the comparison of two groups. If variances were unequal, Welch correction was used. In case a Gaussian distribution could not be assumed (e.g. due to a floor effect while reducing already low gene expression to almost zero), the Mann-Whitney-test was used. For the combined data set of both sexes, samples of each sex were normalized to the respective controls to set all controls to an average of 1. One-way ANOVA and Tukey *post hoc* test were used when one factor was varied. Two-way ANOVA and Bonferroni *post hoc* test were used when two factors were varied. The cumulative head diameter of dendritic spines was analyzed using the Gehan-Breslow-Wilcoxon test [16]. Outliers were removed when the data points were more than two standard deviations away from the average. An exception was the postmortem analysis, where samples were excluded before analysis based on extreme age or postmortem interval values to avoid age/postmortem biases between data sets. During behavioral tests and dendritic spine analysis, the experimenters were blind to groups.

Experiments were typically performed only once to minimize animal numbers. However, to increase robustness, a variety of tests and measures was applied (e.g. various behavioral tests, morphology, molecular analysis). Moreover, certain conditions such as CVS were performed in more than one experiment, leading to partial replication. Key experiments, e.g. from RNA-sequencing, were validated in a different cohort using another method (qPCR).

## Results

### *Npbwr1* is increased by chronic stress, elevated in depressed patients and quickly reduced by caffeine

We recently identified a diurnal signaling cascade in the NAc that mediates the effects of caffeine via T75-DARPP-32:CLOCK/BMAL1 interaction on mood [12]. 

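NAc tissue of 64 male mice was collected, 4 for each of the 16 groups formed by genotype (WT or T75A-DARPP-32), injection (saline or caffeine) and 4 times of day. DARPP-32, encoded by *Ppp1r1b*, is a signaling protein of medium spiny neurons, and T75A mice carry an alanine in place of a threonine that can be phosphorylated. Tissue was taken 2 h after the injection, and each mouse gave 1 library of poly(A)-enriched RNA. The methods of the paper describe 1 strand-specific kit with unique molecular identifiers, whereas the labels of the libraries give 2 kits, and which experiment used which is not given in the sources used here.
The authors trimmed the reads with Trimmomatic 0.39 and Cutadapt, corrected them with Rcorrector 1.0.4, removed ribosomal sequences with SortMeRNA 2.1, aligned the rest to the mouse genome GRCm38 with segemehl 0.3.4, removed PCR duplicates with UMI-tools 1.1.1 where reads carried identifiers, and counted reads over the exons of each gene of the Ensembl annotation with featureCounts 2.0.1, after the strand had been inferred with RSeQC 4.0.0. The deposited values are raw counts and TPM per gene for each library. The times differ between the sources. The labels of the libraries give 6, 12, 18 and 24 h, whereas the paper gives ZT18, ZT0, ZT6 and ZT12. The labels also name a phase, light at 6 and 12 h and dark at 18 and 24 h. Log2 fold changes recomputed with DESeq2 from all 64 libraries equaled those of the WT sheets of Supplementary Table S1 (r = 1 in each) when the libraries of 6 h were taken as ZT18, those of 12 h as ZT0, those of 18 h as ZT6 and those of 24 h as ZT12. Of these sheets the first 1998 of 18956 rows, 1999 of 16001, 1999 of 38930 and 1538 of 38930 could be read. No row of a T75A sheet could be read, and the same order of times was used for T75A. The paper's times are used from here on, so the libraries of ZT18, for the paper the end of the dark phase, carry a light phase in their labels.
Total counts per library at ZT18 ranged from 19243997 to 51427226 (median 32715964) in WT with saline, from 17543301 to 22733904 (median 19933197.5) in WT with caffeine, from 19715081 to 34694127 (median 24393846.5) in T75A with saline and from 19127224 to 25187027 (median 20440313) in T75A with caffeine. At ZT0 the same groups had 17628343 to 70855567 (median 21652445), 22085611 to 32005893 (median 26377506), 19816976 to 27767234 (median 22161243.5) and 20011185 to 34137775 (median 22750582) counts. At ZT6 they had 16883585 to 25125781 (median 18155016), 17382961 to 24009444 (median 19738763), 20369666 to 58813183 (median 34041707.5) and 22597975 to 29165025 (median 25668731). At ZT12 they had 18718004 to 29076365 (median 19864792), 18835901 to 22948144 (median 22059872), 18079029 to 59553767 (median 23351902) and 17448920 to 23501342 (median 18208283.5).
The counts of all 64 libraries were fitted in 1 edgeR model with 1 mean per group and TMM normalization, over the 19546 genes that passed edgeR's filter on low counts. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 from the quasi-likelihood test with a log2 fold change beyond 0.5 in size, the thresholds of the paper. The test was also run on counts simulated from means and dispersions over all 64 libraries. In these, 50 genes at each size of change differed between the WT groups of ZT18. Over 19313 genes it called 56% of the genes changed 1.5-fold, 78% of those changed 2-fold, 90% at 4-fold and 96% at 8-fold, with 4 false calls among 164. The simulated genes varied independently and no library stood apart, so the shares in the real data may be lower. Gene groups were lists fixed before the deposited counts were examined. The readable values of Supplementary Tables S1 and S2 had been seen by then, so the list tests are not independent of those values. The lists were tested with limma's camera at a preset correlation of 0.01 between genes, then again with the correlation estimated from the residuals. Adjusted p-values of lists are over the 42 lists of a comparison.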

To identify genetic downstream targets of caffeine that may be relevant to mood and associated disorders, we performed next-generation RNA sequencing on NAc tissue of male wildtype (WT) and T75A-DARPP-32 mice (Supplementary Figs. S1 and S2). Consistent with previous data, we observed that most caffeine-induced transcriptional changes occurred in WT at the end of the active (dark) phase (Supplementary Fig. S1, Supplementary Table S1). 

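At ZT18 in WT, 3 genes were higher and 6 were lower 2 h after caffeine. The higher ones were *Vegfa*, the vascular endothelial growth factor (log2 fold change 0.62, SE 0.13, adjusted p = 0.0387 from edgeR's quasi-likelihood test), *Adm*, which encodes the vasodilator adrenomedullin (1.16, SE 0.25, adjusted p = 0.0492), and the pseudogene *Ak3l2-ps* (1.06, SE 0.20, adjusted p = 0.0387), which may share reads with its parent gene. *Vegfa* stood at 111 ± 23.3 CPM (counts scaled by the TMM-normalized library total) with caffeine and at 72.5 ± 8.97 with saline (SD, n = 4 mice each). The lower genes were *Aldh1a2*, an enzyme of retinoic acid synthesis (−2.54, SE 0.56), *Cyp1b1* (−1.80, SE 0.37), *Aebp1* (−1.38, SE 0.29), *Srarp* (−1.23, SE 0.25), *Anxa2* (−1.02, SE 0.22) and *Vim*, which encodes the intermediate filament vimentin (−0.71, SE 0.15).
*Aldh1a2* and *Aebp1* belong to the list of leptomeningeal and fibroblast genes. The mean of that list was 4.19 log2 CPM in WT saline replicate 2 at ZT18 and 1.26 to 1.52 in the other saline libraries. Without that library *Aldh1a2* had a log2 fold change of −0.51, *Aebp1* of −0.46, *Cyp1b1* of −0.70, *Anxa2* of −0.46 and *Vim* of −0.42. *Srarp* changed less, to −1.035. Of the 9 called genes 7 had groups that did not overlap, among 4.76% of all genes tested, where chance gives 2.86%.
In WT at ZT0 *Vegfa* and *Adm* were called, both higher. In T75A 3 genes were called at ZT18 and 1 at ZT0, all higher. No gene was called by edgeR at ZT6 or ZT12 in either genotype. There an unadjusted p under 0.05 was reached by 1149 and 625 genes in WT and by 819 and 951 in T75A, and DESeq2 also called 0 genes in each. The difference between the caffeine effects in WT and T75A at ZT18 was called by edgeR for 0 genes, with 1498 at an unadjusted p under 0.05, and by DESeq2 for 1. The difference between ZT18 and ZT0 in WT was called by edgeR for 0 genes, with 1824 at an unadjusted p under 0.05, and by DESeq2 for 1.
The counts depended on single libraries: at ZT18 in WT the count was 23, 0, 136 and 32 without saline replicates 1, 2, 3 and 4 and 203, 1, 0 and 4 without caffeine replicates 1, 2, 3 and 4, and in WT at ZT0 and in T75A at ZT18 and ZT0 it fell to 0 without single libraries. DESeq2 called 54 genes in WT at ZT18, 21 higher and 33 lower, 3 in WT at ZT0, and 4 and 10 in T75A at ZT18 and ZT0. With the replicate number as a block, edgeR called many more genes in WT at ZT18. The blocked fit also called more in T75A at ZT18 and ZT0 and for the difference between genotypes at ZT18.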

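At ZT18 in WT, genes of the presynaptic terminal were higher on average in the caffeine libraries. The mean of the list did not separate the groups, since caffeine replicate 1 (8.125 log2 CPM) lay below saline replicate 3 (8.185). Of 26 presynaptic genes 14 were higher and none was lower when adjusted over the list alone (median log2 fold change 0.23, camera adjusted p = 5.14e-15, and 0.0499 with an estimated correlation). Over all genes edgeR called 0 of this list and DESeq2 called 3, all higher. Among the presynaptic genes were the active zone proteins *Rims1* (0.63, SE 0.15) and *Bsn* (0.49, SE 0.13), the endophilin *Sh3gl2* (0.55), and *Snap25* (0.31) and *Syt1* (0.31) of the vesicle fusion machinery. Of 26 postsynaptic genes 7 were higher when adjusted over the list alone (median 0.09, camera adjusted p = 2.07e-06), among them *Dlgap1* (0.59), *Kalrn* (0.41), *Camk2a* (0.33) and the AMPA receptor subunit *Gria3* (0.27). The adjusted p was 0.168 with an estimated correlation, and the scaffold gene *Dlg4* (0.01) and *Camk2b* (−0.04) stayed near 0. Of 23 potassium channel genes 8 were higher when adjusted over the list alone (median 0.13, camera adjusted p = 7.54e-08, and 0.0499 with an estimated correlation), such as *Kcnt2* (0.61), *Kcnj9* (0.57) and *Kcnf1* (0.45).
Markers of tissue next to the NAc moved with these groups. Of 19 genes of cortical excitatory neurons 18 were higher with caffeine when adjusted over the list alone (median 1.60, camera adjusted p = 2.55e-20, and 0.059 with an estimated correlation), among them the vesicular glutamate transporter *Slc17a7* (2.08, SE 0.81), *C1ql3* (1.66, SE 0.45) and *Sv2b* (0.66). Of 4 genes of the claustrum 3 were higher (median 0.74, camera adjusted p = 0.000108, and 0.0987 with an estimated correlation), with *Nr4a2* at 1.71 and *Ntng2* at 1.05. With the mean of the cortical list as a covariate, 0 presynaptic, 0 postsynaptic and 0 potassium channel genes passed when adjusted over the list alone by edgeR. The median was then 0.088 for the presynaptic list, 0.105 for the postsynaptic list and 0.134 for the potassium channels, so only the presynaptic median became smaller. This setting was chosen after the data were examined. None of the genes of medium spiny neurons, the main cell type of the NAc, was called in either direction: 0 of 12 common to both types, 0 of 8 of the D1 type and 0 of 7 of the D2 type passed even when adjusted over the list alone (camera adjusted p = 0.425, 0.216 and 0.178).
Hypoxia-inducible genes were also higher. Of 20 hypoxia-inducible genes 2 were called higher over all genes and 6 when adjusted over the list alone (median 0.15, camera adjusted p = 3.76e-06, and 0.0499 with an estimated correlation). These included the apelin gene *Apln* (0.44) and *Ppp1r3c*, which promotes glycogen synthesis (0.46), whereas the glucose transporter *Slc2a1* was at −0.20 and did not pass. The 20 genes of the endothelial barrier held 2 called genes, *Vegfa* and *Adm*, which the hypoxia list also holds, and had a median of 0.00 (camera adjusted p = 0.304). *Vegfa* raises vascular permeability and *Adm* lowers it, and the junction gene *Ocln* was at −0.36 and did not pass.
Leptomeningeal, ependymal and MHC class II genes were lower. Of 23 leptomeningeal and fibroblast genes 21 were lower when adjusted over the list alone, 2 of them over all genes by edgeR (median −1.38, camera adjusted p = 5.17e-11, and 0.185 with an estimated correlation), such as *Fmod* (−2.89) and *Ptgds* (−1.87). DESeq2 called 9 genes of this list lower over all genes. Of 9 ependymal genes 8 were lower when adjusted over the list alone (median −1.03, camera adjusted p = 1.21e-10, and 0.059 with an estimated correlation), such as the regulator of motile cilia *Foxj1* (−0.90). Of 7 genes of MHC class II presentation 5 were lower (median −1.66, camera adjusted p = 0.000229, and 0.0499 with an estimated correlation), with *Cd74* at −1.81 and *H2-Ab1* at −2.03. The counts of these lists are also adjusted over each list alone. Without WT saline replicate 2 the leptomeningeal list had a mean of −0.26 in place of −1.74. Over all genes 0 of its members were then lower by edgeR. That count cannot tell this list from others, since edgeR called 0 genes of any kind in that fit. Adjusted over the list alone, 10 of the 19 cortical genes were still higher.

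**Figure D1:**
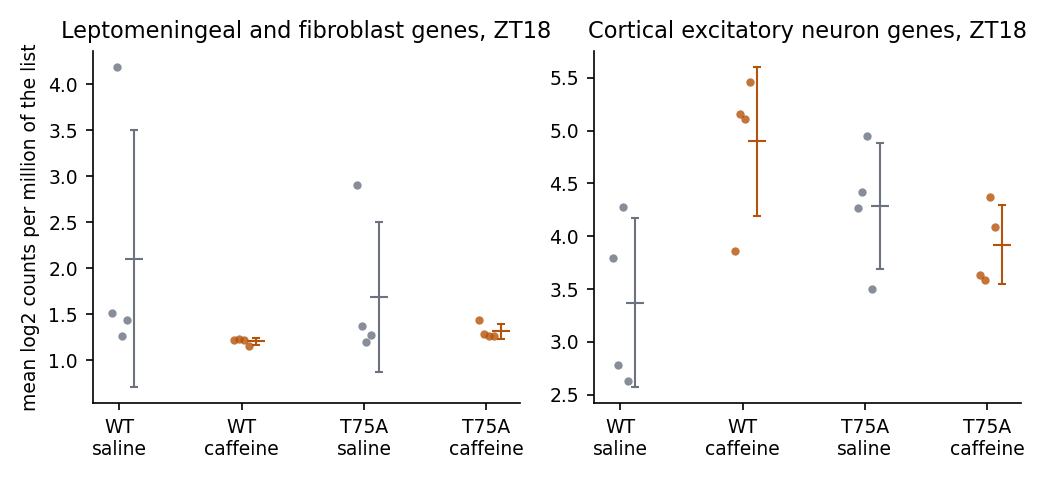
Mean log2 CPM of the leptomeningeal list (left) and of the cortical excitatory list (right) in the 16 libraries of ZT18, by genotype and injection. Points are single mice, and bars are the mean ± SD of 4. One WT saline mouse lies at 4.19 on the leptomeningeal scale, and the other WT mice with saline at 1.26 to 1.52.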

Altered transcripts belonged to a variety of cellular signaling pathways as predicted by Metascape [33], including neuronal system, postsynapse organization, and negative regulation of vascular permeability (Fig. 1A). Among those, *Npbwr1* was altered by caffeine in WT mice, but not in T75A-DARPP-32 mutant mice at the end of the dark phase, and this was confirmed in an independent cohort (Supplementary Fig. S1).

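*Npbwr1*, which encodes a G protein-coupled receptor for the neuropeptides B and W, was 2.40-fold higher with caffeine than with saline in WT at ZT18. It lies on chromosome 1 of GRCm38 from 5913707 to 5917398. Its level was 3.27 ± 0.987 CPM with caffeine and 1.31 ± 0.389 with saline (SD, n = 4 mice each), from 51 to 93 and 20 to 97 raw counts per library. On the log2 scale this is 1.70 ± 0.42 against 0.44 ± 0.37. Every caffeine mouse lay above every saline mouse (two-sided exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow, and 0.229 adjusted over the 8 combinations of genotype and time). Over all genes the log2 fold change was 1.28 (SE 0.33, adjusted p = 0.0886 from edgeR), which is not past 0.05, and the adjusted p from DESeq2 was 0.0341.
In T75A at ZT18 the receptor gene stood at 1.33 ± 0.17 log2 CPM with caffeine and 1.02 ± 0.61 with saline (SD, n = 4 each), a difference of 0.31 (exact permutation test, p = 0.429). The difference between the caffeine effects of WT and T75A was 0.95 on the log2 scale (exact permutation of the genotypes within each injection, p = 0.0424 over 4900 arrangements). As an edgeR interaction it was 1.05 (SE 0.46, adjusted p = 0.591), not past the threshold over all genes. *Npb*, which encodes the ligand neuropeptide B, had a log2 fold change of 0.42 in WT (SE 0.54, adjusted p = 0.839 from edgeR), and *Npw* was at most 6 counts in any library of the caffeine experiment.
Of 26 neuropeptide and receptor genes 5 were higher in WT at ZT18 when adjusted over the list alone (camera adjusted p = 0.0044, and 0.168 with an estimated correlation). Besides *Npbwr1* they included *Vip* (1.74), *Cck* (1.69) and the somatostatin receptor *Sstr2* (1.25), while *Penk*, abundant in D2 medium spiny neurons, was at −0.19 and did not pass. *Bdnf* had a log2 fold change of 1.77 (SE 0.63, adjusted p = 0.206). The means of the cortical excitatory and claustral lists were higher with caffeine on average but not in each library, since caffeine replicate 1, at 3.864 and 5.064, lay below saline replicate 3 at 4.281 and 5.14. With the cortical list as a covariate, chosen after the data were examined, *Npbwr1* had a log2 fold change of 0.85 (adjusted p = 0.72) and *Bdnf* of 0.08 (adjusted p = 0.992). From the change in WT and its absence in T75A-DARPP-32 mutants at the end of the dark phase, which qPCR in an independent cohort also showed, the paper takes *Npbwr1* as a target of caffeine and the DARPP-32 pathway (Supplementary Fig. S1).

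**Figure D2:**
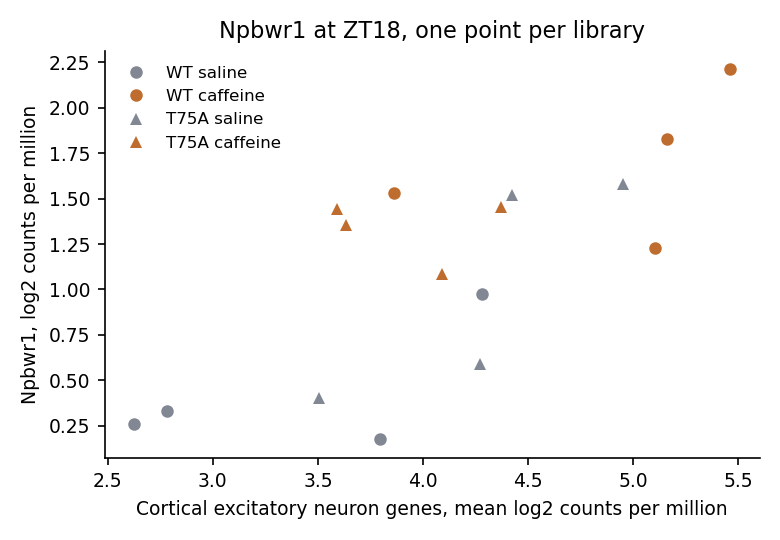
*Npbwr1* (log2 CPM, y axis) against the mean of the cortical excitatory list (log2 CPM, x axis) in the 16 libraries of ZT18. Circles are WT mice and triangles T75A mice, grey with saline and brown with caffeine, and the WT caffeine mice average 1.70 and the WT saline mice 0.44.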

**Fig. 1:**
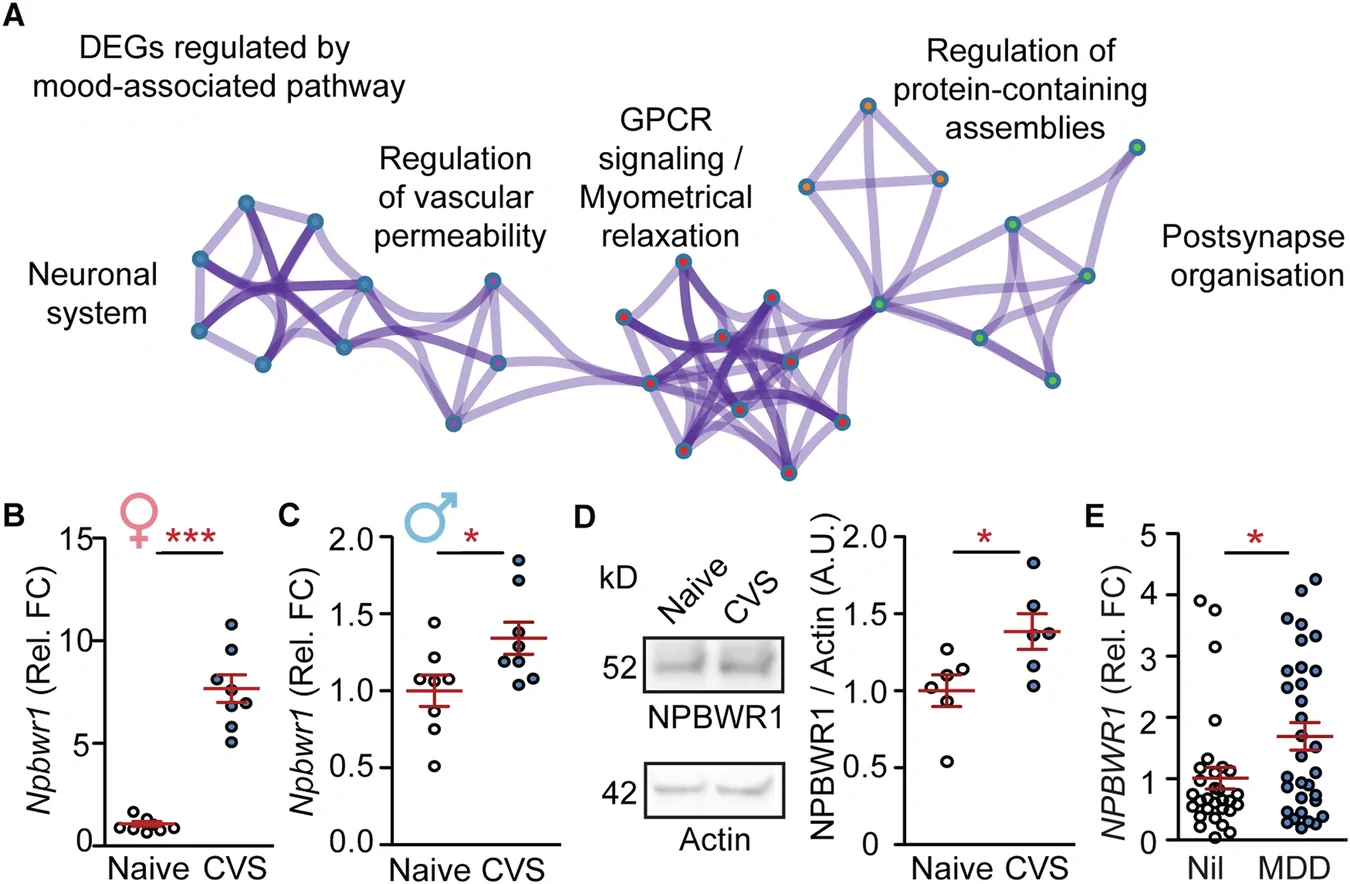
*Npbwr1* is associated with chronic stress and depression. **A** Metascape pathway analysis of caffeine-regulated DEGs in the active phase as detected by RNA-sequencing. **B**, **C** *Npbwr1* levels are increased after chronic variable stress (CVS). **B** Females: *n* = 8; Unpaired t-test with Welch’s correction: t_7_ = 9.71, df = 7; ***P < 0.0001. **C** Males: *n* = 8; t_14_ = 2.34, *P < 0.05. **D** NPBWR1 protein levels are elevated after CVS: *n* = 6; t_10_ = 2.47, *P < 0.05. **E**) *NPBWR1* is increased in depressed patients (MDD) vs. controls (Nil): *n* = 30,32; t_60_ = 2.36, *P < 0.05. **B**–**E** Independent data points are plotted and means ± s.e.m. are shown. DEGs differentially expressed genes. Non-significant comparisons are not listed unless specified. Sketches were generated with biorender.com.

Given the impact of caffeine on mood, we tested its effect in the CVS model (Supplementary Fig. S3). Briefly, CVS comprises 21 days of daily stress consisting of either 1 h tube restraint, 1 h tail suspension, or 100 random mild electric shocks during 1 h. Our observations indicated that caffeine improved CVS-induced behaviors and reversed morphological changes in the NAc (Supplementary Fig. S3). Therefore, we assessed, whether chronic stress may be associated with altered *Npbwr1* levels. To that end, we employed the CVS model, which allows for a sex-specific intervention and mimics transcriptomic signatures of depression [9, 10]. The expression of *Npbwr1* was increased after CVS in both sexes, however the effect was more pronounced in females (Fig. 1B, C). Additionally, NPBWR1 protein levels were increased after CVS (Fig. 1D, Supplementary Fig. S4). Next, we examined whether *NPBWR1* levels were affected postmortem in depressed patients. As expected, obtainable postmortem samples varied in PMI and age (Supplementary Fig. S5). We did not observe correlations between *NPBWR1* and PMI (R^2^ = 0.02, *P* = 0.44), or *NPBWR1* and age (R^2^ = 0.06, *P* = 0.37). The transcription of *NPBWR1* was increased in the NAc of postmortem tissue from depressed patients of both sexes (Fig. 1E, Supplementary Fig. S5). These data suggest that *Npbwr1* is associated with mood and depression and can be altered using the CVS model. Npbwr1 expression was particularly increased in depressed patients who died from natural causes rather than suicide (Supplementary Fig. S5). The blunted effect in suicide victims may arise due to the anxiety, acute stress, or relief of conducting the act, the acute drug intake often accompanying suicide or other mental conditions associated with it.

### Viral overexpression of *Npbwr1* affects dendritic spines, *Bdnf*, and stress-induced behaviors

To investigate whether *Npbwr1* is causally linked to morphological and behavioral consequences of stress, we obtained genetically modified AAVs to overexpress (OE) or knockdown (KD) *Npbwr1* in the NAc (Figs. 2 and 3; Supplementary Fig. S6). We continued experiments only in female mice, giving the stronger effect size and in turn, the need for fewer animals. OE-*Npbwr1* in the NAc did not affect weight, locomotor skills in the rotarod tests, or anxiety in the open-field paradigm (Supplementary Fig. S7).

**Fig. 2:**
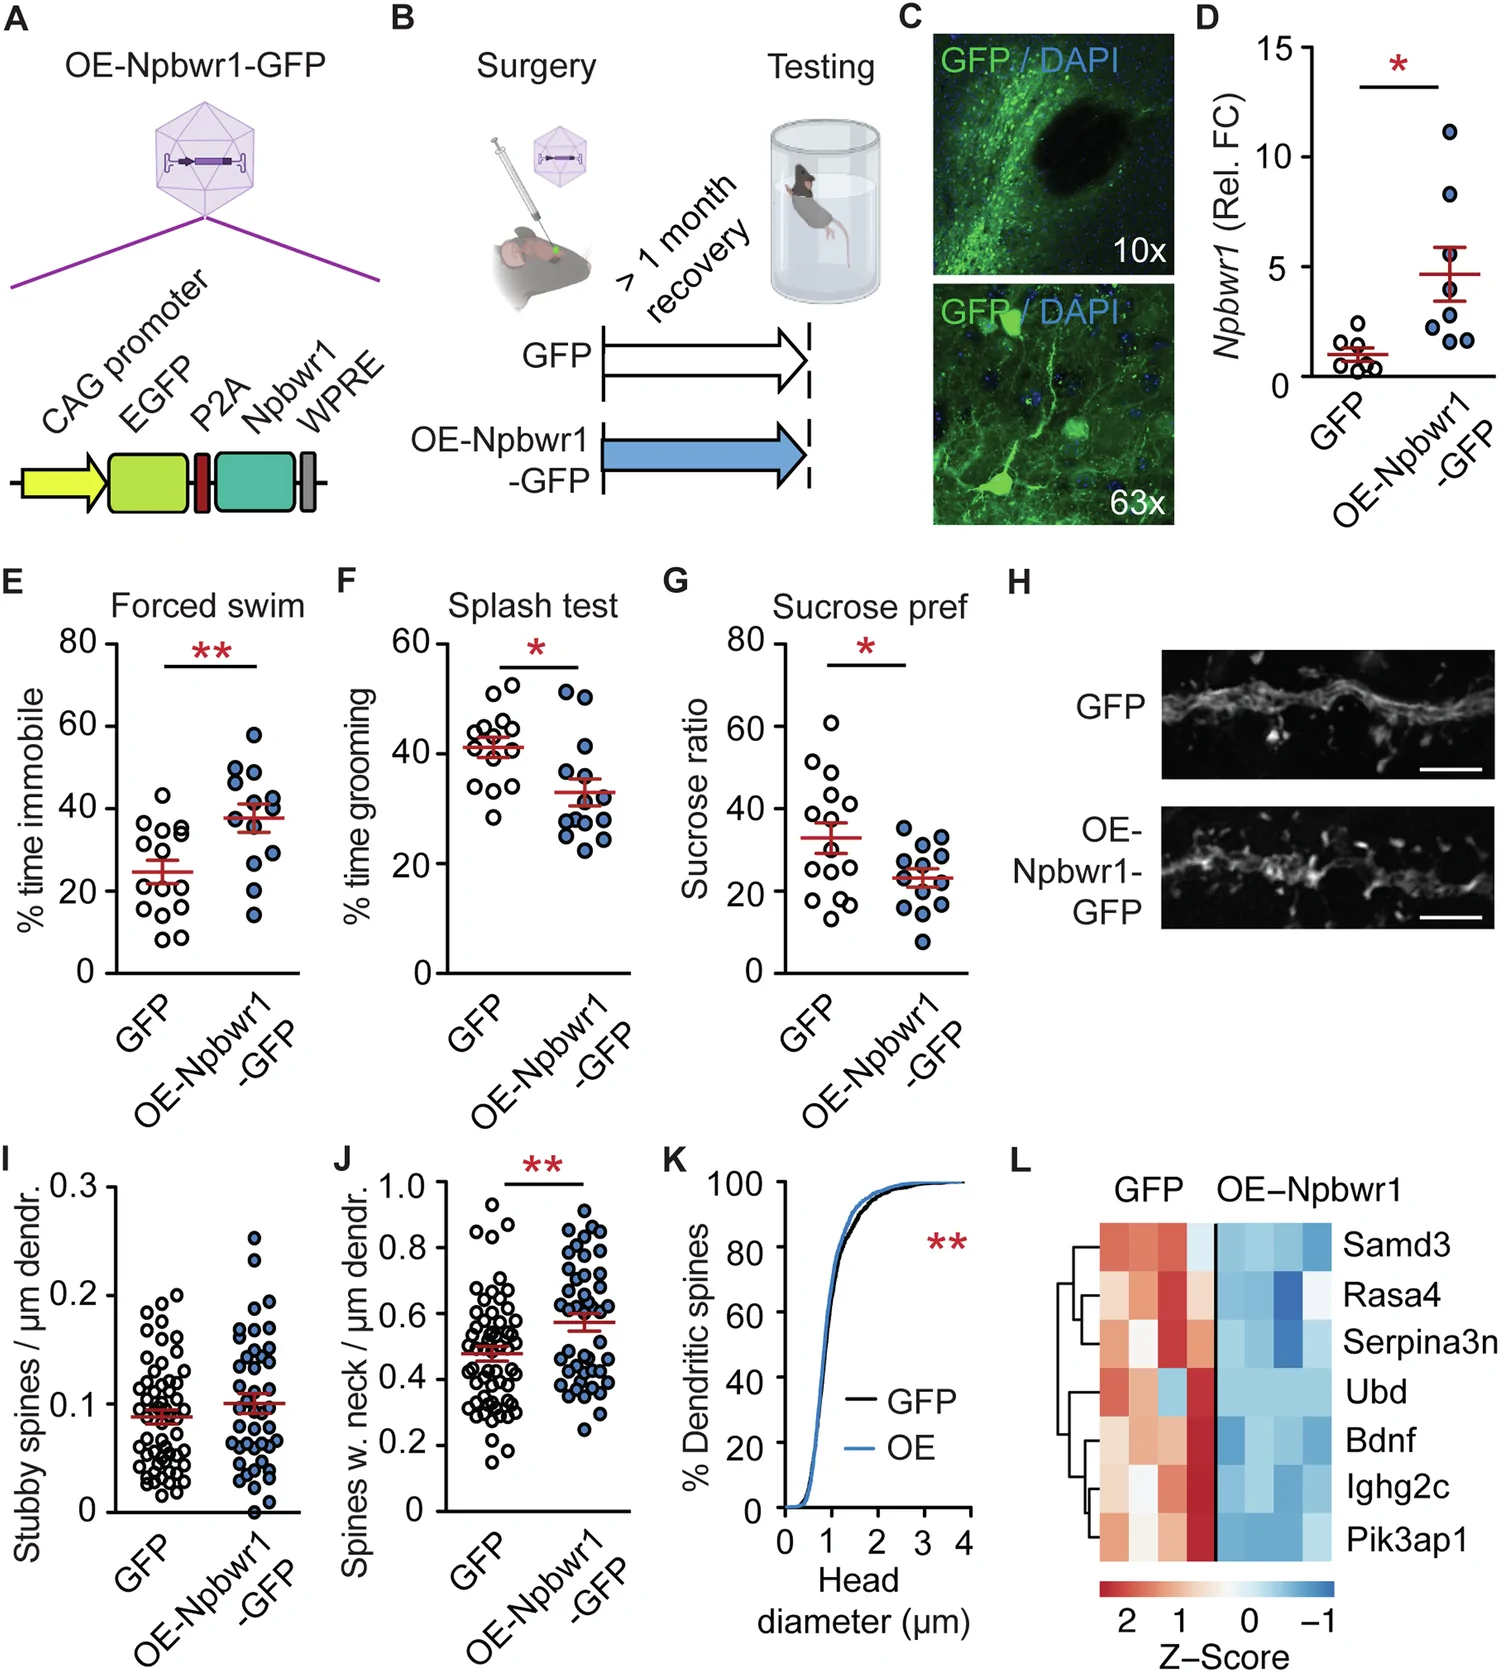
Overexpression of *Npbwr1* mimics stress effects on behavior and dendritic spines. **A** Schematic of the OE-Npbwr1-GFP AAV. **B** Experimental design. **C** Overview image of viral injection into the NAc. Note the unlabelled anterior commissure as a landmark for the NAc in the upper image. **D** qPCR. *n* = 7,8; Unpaired t-test with Welch’s correction: t_7_ = 2.89, *P < 0.05. **E**–**I** Depressive-like behaviors are increased by overexpression (OE) of *Npbwr1*. **E** Increased immobility time in the forced swim test. *n* = 15,13; t_26_ = 3.00, **P < 0.01. **F** Reduced grooming in the splash test. *n* = 14; t_26_ = 2.68, *P < 0.05. **G** Decreased sucrose preference. *n* = 15,13; t_26_ = 2.15, *P* > 0.05. **H**–**K** Dendritic spines in the NAc upon OE-*Npbwr1* resemble findings of CVS. **H** Representative dendrites. Scale bar 10 μm. **I** No change in stubby spines. *n* = 57,43 from 6,5 mice; t_98_ = 1.13, *P* = 0.26. **J** More neck-containing spines. *n* = 59,45 from 6,5 mice; t_102_ = 2.76, **P < 0.01. **K** Increased cumulative head diameter. χ^2^ = 7.83, df = 1, **P < 0.01. **L** Heatmap of RNA-sequencing on NAc-tissue from mice infected with OE-Npbwr1-GFP virus or GFP-control identified *Bdnf* as *Npbwr1*-regulated gene. **D**–**G**, **I**, **J** Independent data points are plotted and means ± s.e.m. are shown. Sketches were made with biorender.com.

**Fig. 3:**
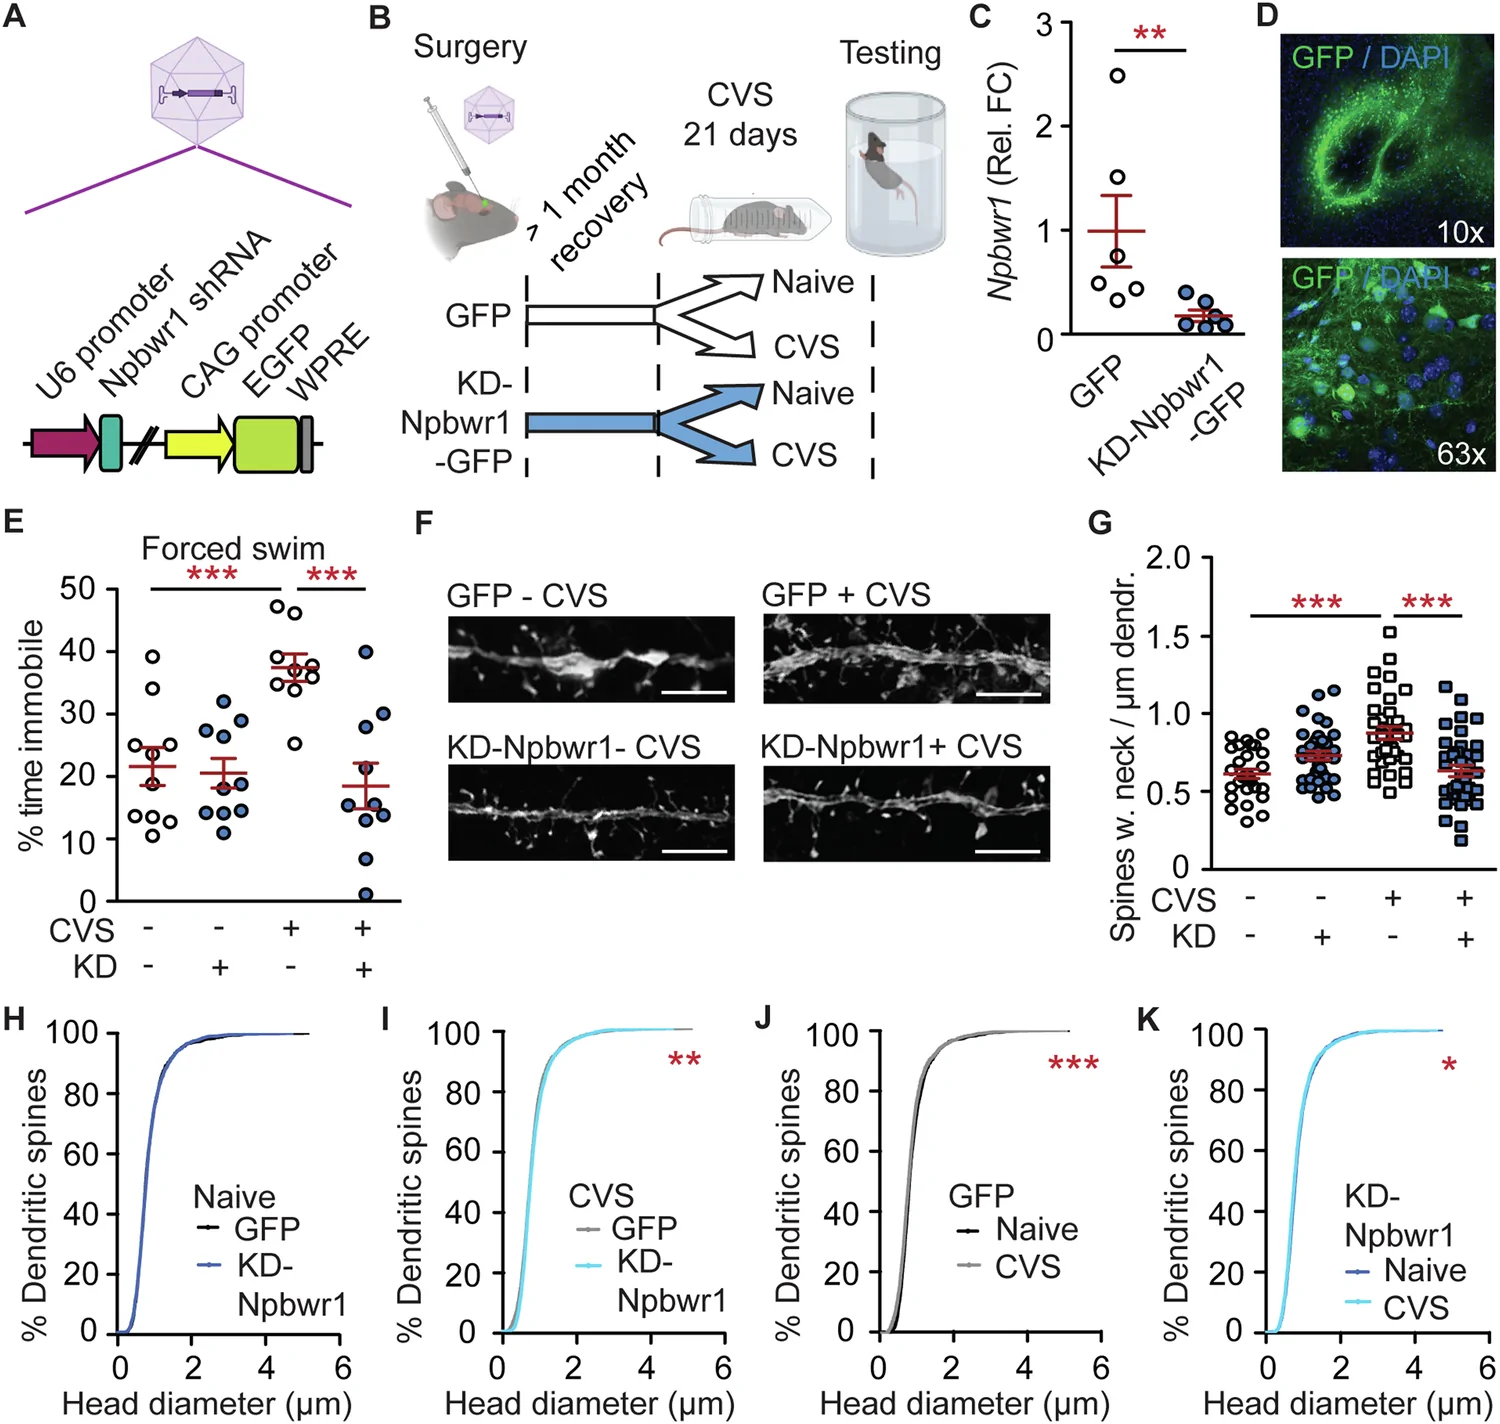
Knockdown of *Npbwr1* blocks the effects of CVS on behavior and dendritic spines. **A** Schematic of the KD-*Npbwr1*-GFP AAV. **B** Experimental plan. **C** qPCR (naïve mice): qPCR. *n* = 6; Mann–Whitney test: **P < 0.01. **D** Overview image of viral injection into the NAc. **E** KD reverses the stress effect in the forced swim test. *n* = 10,10,9,10; stress effect: (F(1,35) = 6.24, *P* < 0.05; AAV effect: F(1,35) = 13.21, *P* < 0.001; interaction: F(1,35) = 10.50, *P* < 0.01; *post hoc* test: AAV effect within CVS: ***P < 0.001; stress effect within GFP: ***P < 0.001. **F** Representative dendrites. Scale bar 10 μm. **G** Neck-containing spines. *n* = 28,36,34,37 dendrites from 3,4,4,4 mice; stress effect: F(1,131) = 5.35, *P* < 0.05; interaction: F(1,131) = 25.85, *P* < 0.0001; *post hoc* test: AAV effect within CVS: ***P > 0.001, within naïve: *P < 0.05; stress effect within GFP: ***P < 0.001. **H**–**K** The cumulative head diameter, is reduced by CVS and rescued by KD-*Npbwr1*;. **H** AAV effect within naïve: χ^2^ < 0.01, df = 1, *P* = 0.96. **I**) AAV effect within CVS: χ^2^ = 7.71, df = 1, **P < 0.01. **J** Stress effect within GFP: χ^2^ = 20.05, df = 1, ***P < 0.0001. **K** Stress effect within KD: χ^2^ = 4.58, df = 1, *P < 0.05. **C**, **E**, **G** Independent data points are plotted and means ± s.e.m. are shown. Non-significant comparisons are not listed unless specified. Sketches were made with biorender.com.

OE of *Npbwr1* mimicked chronic stress effects on behavior and dendritic spine density. Specifically, OE-*Npbwr1* (Fig. 2A–D) reduced escape behavior in the forced swim test (Fig. 2E), decreased the time spent grooming in the splash test (Fig. 2F), and the amount of sucrose solution vs. water consumed (Fig. 2G).

Dendritic spines are functionally relevant, morphological correlates of chronic stress and depression [34]. In the NAc, chronic stress is associated with an increase in dendritic spine density on medium-spiny neurons, predominantly on smaller spine types [34]. Consistent with the literature, we observed an increase in spine density after CVS and a reversal by caffeine when analyzing AAV-mediated GFP signals in NAc medium-spiny neurons (Supplementary Figs. S3 and S8A).

Accordingly, OE-*Npbwr1* increased the density of neck-containing spines (Fig. 2H–J). The cumulative head diameter was reduced by OE-*Npbwr1* (Fig. 2K, Supplementary Fig. S8B), indicating an increase in neck-containing spines with small head diameters (“thin” spines).

Next, we were interested in *Npbwr1*-downstream signaling, which is virtually unknown. To that end, we performed RNA-sequencing on NAc tissue that was injected with OE-*Npbwr1* AAV or a GFP-expressing control. 

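For this experiment the NAc of 8 female mice was sequenced, 4 injected with an adeno-associated virus that overexpresses *Npbwr1* (OE-*Npbwr1*) and 4 with a virus that expresses GFP. The authors' deposited values are again raw counts and TPM per gene. Total counts per library ranged from 16704233 to 35403521 (median 25949533) in the GFP controls and from 14138571 to 28197180 (median 23568599) with OE-*Npbwr1*. The 8 libraries were fitted on their own over the 18313 genes that passed the filter on low counts, with the same thresholds. In counts simulated from these libraries over 18115 genes, edgeR called 42% of the genes changed 1.5-fold, 74% of those changed 2-fold, 94% at 4-fold and 96% at 8-fold, with 7 false calls among 160, and DESeq2 called 52%, 78%, 94% and 96% over 18313 genes, with 24 false calls among 184. Here too the simulated genes varied independently, so the shares in the real data may be lower. The titres given in the paper differ between the viruses, with the GFP virus higher.
*Npbwr1*, the overexpressed gene, was at 8.59 ± 4.09 CPM with OE-*Npbwr1* and at 2.87 ± 1.22 in the controls (SD, n = 4 mice each), with no overlap between the groups. Its log2 fold change was 1.58 (SE 0.40, adjusted p = 0.385 from edgeR's quasi-likelihood test), and the counts include only reads that match the annotated mouse gene. *Npb* was at 10 to 16 counts at most in a library of either group, and *Npw* at 0 or 1.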

Surprisingly, only 7 genes were altered (Fig. 2L, Supplementary Table S2). Among them, Brain-derived neurotrophic factor (*Bdnf*) was selected for further investigation because it is highly associated with depression and the antidepressant response [15].

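Genes of the immune response were lower with OE-*Npbwr1* than in the GFP controls. *Serpina3n*, an acute phase protease inhibitor of reactive astrocytes, was at 14.5 ± 1.85 CPM with OE-*Npbwr1* and at 28.2 ± 6.79 in the controls (SD, n = 4 mice each, log2 fold change −0.95, SE 0.17). *Ighg2c*, an immunoglobulin heavy chain, was at −3.73 (SE 0.69), with 1 to 6 counts per OE-*Npbwr1* library, *Samd3*, a gene of lymphocytes, at −2.42 (SE 0.40), the adaptor *Pik3ap1* at −0.74 (SE 0.15) and the GTPase regulator *Rasa4* at −0.79 (SE 0.17). In each of these genes the groups did not overlap, as in 3.73% of all genes tested, where chance gives 2.86%. *Ubd*, a ubiquitin-like protein induced by interferon, had 76 counts in all over the 4 controls, 40 of them in 1 library, and 0 with OE-*Npbwr1*, and was below the filter on low counts.
At the paper's thresholds edgeR called 0 genes, with 1217 at an unadjusted p under 0.05 and a smallest adjusted p of 0.295, and DESeq2 called 107, 8 higher and 99 lower, with the smallest adjusted p for the neuronal genes *Cbln2* (6.43e-09) and *Tbr1* (4.12e-08). Leaving out GFP control replicate 4 gave 20 calls with edgeR, leaving out replicate 2 gave 1, and leaving out any other library gave 0.
By gene group, all 14 genes of MHC class I presentation were lower with OE-*Npbwr1* when adjusted over the list alone (median −1.43, camera adjusted p = 5.54e-43, and 0.0739 with an estimated correlation), among them *H2-D1* (−1.49, SE 0.23), *H2-K1* (−1.42) and *B2m* (−1.09). The H2 genes resemble each other and may share reads. Of 26 interferon response genes 12 were lower (median −0.74, camera adjusted p = 1.28e-27), such as *Igtp* (−2.29), *Gbp2* (−1.79) and *Stat1* (−0.87), of 7 MHC class II genes 5 (median −3.14, camera adjusted p = 1.59e-13) with *Cd74* at −3.38, and of 9 complement genes 7 (median −0.48, camera adjusted p = 4.01e-13) with *C3* at −2.07 and *C1qa* at −0.48, each adjusted over the list alone. The adjusted p of these 3 lists was 0.0893 with an estimated correlation. Of 11 genes of T and NK lymphocytes 8 were lower (median −1.55, camera adjusted p = 1.4e-15, and 0.0315 with an estimated correlation), such as *Itgal* (−2.09) and *Ly9* (−1.55). Activated microglia and macrophages were lower in 8 of 17 genes (camera adjusted p = 4.27e-16, and 0.0893 with an estimated correlation), with *Cybb* at −1.87 and *Cd52* at −1.17, and reactive astrocytes in 5 of 11 (camera adjusted p = 8.87e-13, and 0.0869 with an estimated correlation), with *Gfap* at −0.73. These last counts too are adjusted over each list alone, and over all genes edgeR called 0 in every list.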

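*Bdnf*, a neurotrophin, was lower with OE-*Npbwr1*. It was at 3.2 ± 0.572 CPM with OE-*Npbwr1* and at 11.2 ± 4.7 in the GFP controls (SD, n = 4 mice each), from 40 to 108 and from 155 to 627 raw counts per library. It lies on chromosome 2 of GRCm38 from 109674700 to 109727007. Every control mouse lay above every OE-*Npbwr1* mouse (two-sided exact permutation test, p = 0.0286, the smallest that 4 mice against 4 allow). The log2 fold change was −1.80 (SE 0.28, adjusted p = 0.295 from edgeR), which is not past the threshold over all genes, and the adjusted p from DESeq2 was 2.39e-07. Of 16 genes of BDNF and neurotrophin signaling *Bdnf* was the 1 that was lower when adjusted over the list alone (camera adjusted p = 0.513), and of 23 activity-regulated genes it and *Nr4a2* (−1.53) were (camera adjusted p = 0.459).
Markers of neighboring tissue were lower in the same libraries. Of 19 genes of cortical excitatory neurons 9 were lower with OE-*Npbwr1* when adjusted over the list alone (median −1.10, camera adjusted p = 7.95e-19, and 0.113 with an estimated correlation), such as *Tbr1* (−1.78, SE 0.28), *Nrn1* (−1.44) and *Nptx1* (−0.68), while *Slc17a7* was at 59.1 ± 15.3 against 213 ± 176 CPM (log2 fold change −1.85). All 6 genes of olfactory mitral and tufted neurons were lower (median −1.24, camera adjusted p = 6.82e-07, and 0.0893 with an estimated correlation), with *Eomes* at −4.06. Genes common to both types of medium spiny neurons were positive in 12 of 12 and called in 0 by edgeR, with or without the list alone (median 0.31, camera adjusted p = 2.12e-09, and 0.251 with an estimated correlation). With the cortical list as a covariate *Bdnf* had a log2 fold change of −1.04 (adjusted p = 0.147 from edgeR). The overexpressed *Npbwr1* itself had 0.89 with this covariate and 1.58 without it, so a smaller difference with it need not be a share of tissue. *Bcl2* (0.065) and *Casp3* (−0.083), which the paper measured after other treatments, were not called. The paper selected *Bdnf* from the altered genes because of its link to depression and to the antidepressant response. It then reports by qPCR that microinjected NPB lowered *Bdnf* and CYM50769 raised it.

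**Figure D3:**
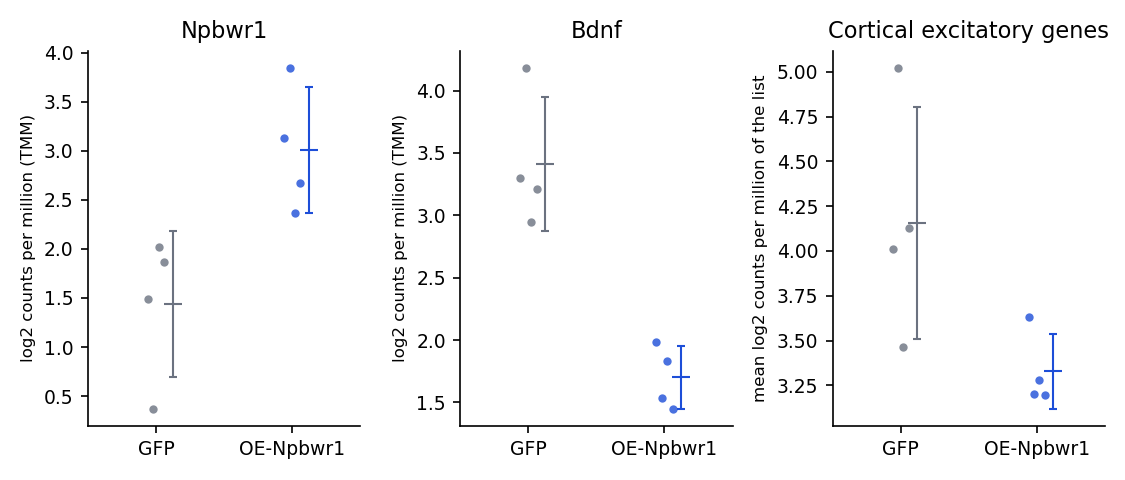
*Npbwr1* and *Bdnf* (log2 CPM) and the mean of the cortical excitatory list (log2 CPM) in each of 4 GFP control and 4 OE-*Npbwr1* libraries. Points are single mice, and bars are the mean ± SD. For *Npbwr1* and *Bdnf* the 2 groups do not overlap.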

### The knockdown of *Npwr1* prevents the effects of chronic stress

To probe a bidirectional causality of *Npbwr1* on stress effects, we also knocked down *Npbwr1* (Fig. 3A–D). Given the low baseline levels of *Npbwr1* in unstressed mice, we hypothesized that KD of Npbwr1 may show more pronounced effects in mice that have undergone CVS.

KD-*Npbwr1* did not affect weight, performance on the rotarod, or movement patterns in the open-field paradigm (Supplementary Fig. S7). In contrast, KD-*Npbwr1* prevented the consequences of CVS in the forced swim test (Fig. 3E) and on dendritic spine morphology, specifically on neck-containing spines (Fig. 3F, G; Supplementary Fig. S8C). Consistently with Fig. 2 and Supplementary Fig. S3, no change in stubby spine density was detected (data not shown). Moreover, in agreement with Fig. 2, CVS reduced the cumulative head diameter and this was prevented by KD-*Npbwr1* (Fig. 3H–K).

In summary, these data further demonstrate a causal link between long-term changes in *Npbwr1* and depression-associated symptoms. However, the AAV-based experimental approach cannot reflect a fast modulation of *Npbwr1* signaling.

### Microinjection of *Npbwr1* ligands rapidly alters depressive-like behaviors

To address the fast-acting aspect of the *Npbwr1* pathway, we microinjected ligands into the NAc that either activate (neuropeptide B, NPB) or inhibit (CYM50769) *Npbwr1*. While NPB is a natural neurotransmitter, CYM50769 is a synthetic ligand, which has not yet been tested in vivo. Hence, dosing, selectivity, and toxicity were assessed first. Doses of CYM50769 up to 10 μM were injected into the NAc and mice were scored for 7 days. No effects on body weight, hydration status, cramps or stereotypies, respiration, coordination, fur, auto-mutilation, locomotor activity, or posture were observed (data not shown). The lowest ligand concentrations with the clearest effects on *Bdnf* were further tested (1 μM CYM50769, 1 nM NPB). CYM50769 and NPB altered *Bdnf* levels in the NAc, as expected in opposite directions (Fig. 4A–C). Importantly, *Bdnf* was still altered 7 days after a single injection of CYM50769 (Fig. 4D). Neither NPB nor CYM50769 affected the apoptosis markers *Bcl2* and *Casp3* thus ruling out neurotoxicity. Moreover, they did not alter levels of the circadian gene *Per2*, suggesting a selective action of these ligands (Supplementary Fig. S9).

**Fig. 4:**
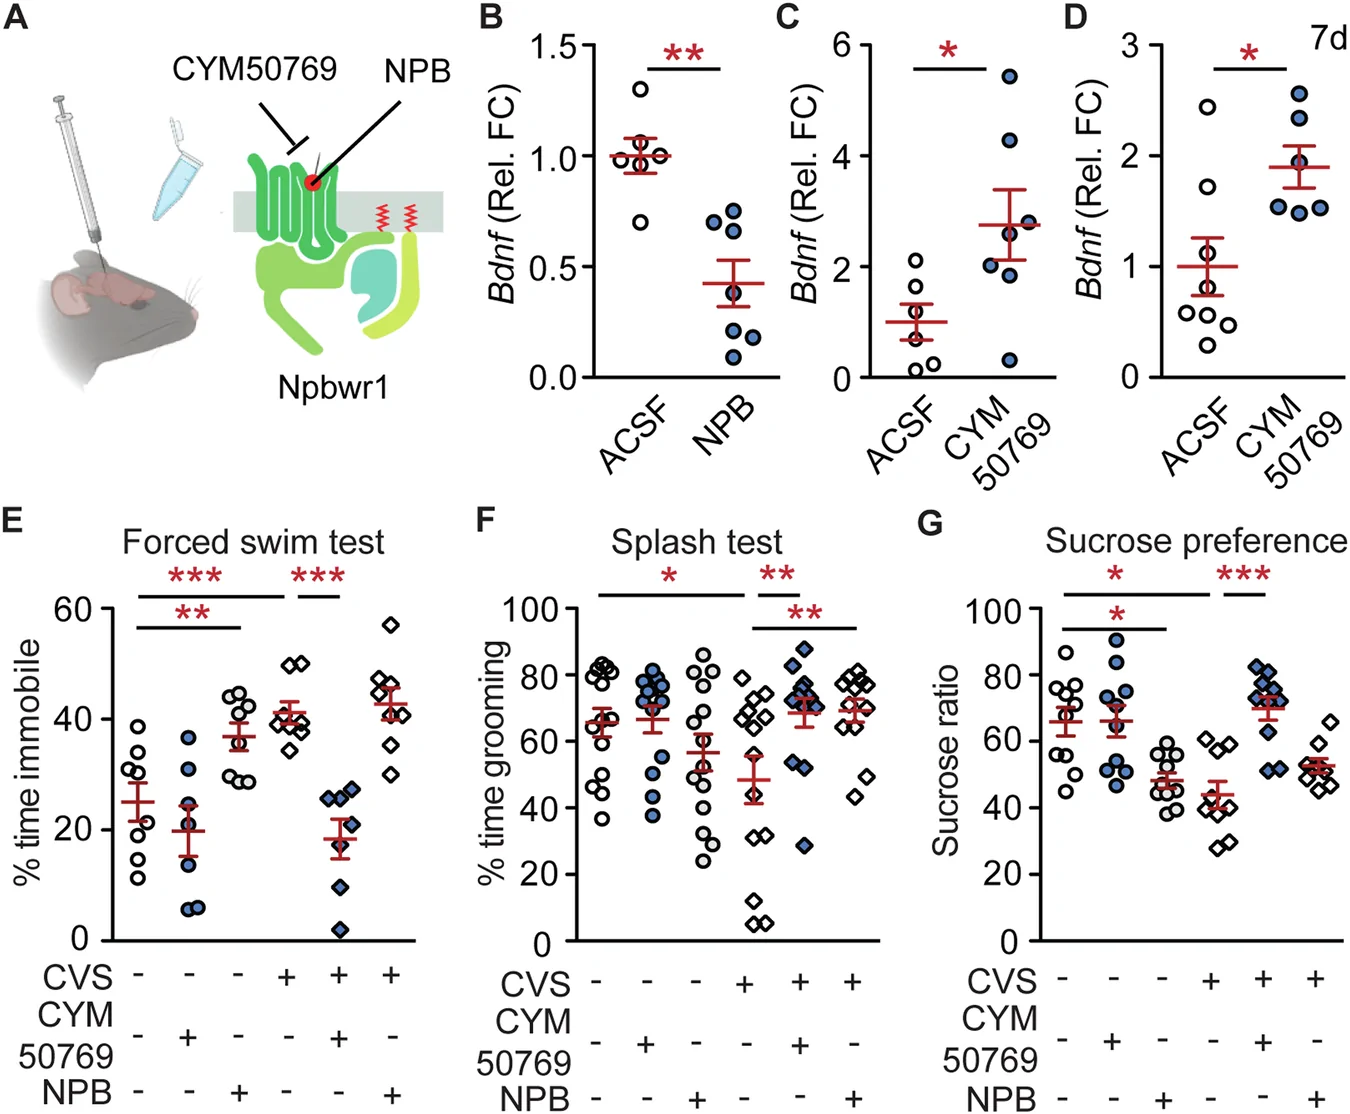
*Npbwr1*-ligands alter *Bdnf* signaling and improve depressive-like behaviors. **A** Overview of ligand binding of the agonist neuropeptide B (NPB) and the antagonist CYM50769 to *Npbwr1*. **B** 1 nmolar NPB or **C**, **D** 1 μmolar CYM50769 or was microinjected and tissue was collected 24 h (**B**, **C**) or 7 days later (**D**) and analyzed by qPCR. **B** NPB decreases *Bdnf* 24 h after injection. *n* = 6,7, t_11_ = 4.28, *P* < 0.01**. **C** CYM50769 increases *Bdnf* 24 h after injection. *n* = 6,7, t_11_ = 2.34 *P* < 0.05*. **D** CYM50769 effect on *Bdnf* persists at the 7-day time point. *n* = 8,6, t_12_ = 2.61, *P* < 0.05*. **E**–**G** Mice underwent CVS (vs. na**ï**ve controls) and were microinjected with NPB or CYM50769 at the end of the active phase after the last stress induction. Tests for depressive-like behavior were conducted app. 24 h later in the dark phase. **E** Forced swim test. NPB increases the immobility time in naïve mice, while CYM50769 blocks CVS effects. *n* = 8,7,8,8,7,8; CVS effect: F(1,46) = 6.47, *P* < 0.05; ligand effect: F(2,46) = 23.80, *P* < 0.001; interaction: F(2,46) = 5.05, *P* < 0.05; *post hoc* test: stress effect within ACSF: ***P < 0.001; NPB effect within naïve: **P < 0.01; CYM50769 effect within CVS: ***P < 0.001. **F** Splash test. NPB may reduce grooming in naïve mice, while CYM50769 blocks CVS effects. *n* = 14,13,14,14,13,12; interaction: F(2,74) = 4.83, *P* < 0.05. *Post hoc* test: CVS effect within ACSF: *P < 0.05; CYM effect within CVS: **P < 0.01; NPB effect within CVS: **P < 0.01. **G** Sucrose preference. NPB and CVS reduce the ratio of sucrose solution consumed, while CYM50769 rescues CVS effects. *n* = 10,10,10,9,10,9; effect of ligands: F(2,50) = 12.86, *P* < 0.0001; interaction: F(2,50) = 4.65, *P* < 0.05; *post hoc* test: CVS effect within ACSF: *P < 0.05; NPB effect within naïve: *P < 0.05; CYM50769 effect within CVS: ***P < 0.001. **B**-**G**) Independent data points are plotted and means ± s.e.m. are shown. Non-significant comparisons are not listed. Sketches were made with biorender.com.

Next, we tested the rapid effects of *Npbwr1* activity on depressive-like behaviors. To this end, mice underwent CVS and received 1 nM NPB and 1 μM CYM50769 after the last session of stress induction. Behavioral tests were conducted app. 24 h later. We observed that NPB aggravated depressive-like behaviors in naïve mice in the forced swim, splash, and sucrose preference tests, while not enhancing the behavioral effects of CVS further (Fig. 4E–G). In contrast, CYM50769 had no effects in naïve mice. However, CYM50769 rapidly rescued CVS-induced behavioral symptoms in all tests (Fig. 4E–G). To make our data more applicable to both sexes, the impact of CYM50769 on stress-induced behaviors in males was assessed in the two tests, which showed the clearest results in females, the forced swim test, and the sucrose preference test. In males, too, CYM50769 reversed stress-induced changes in immobility time in the forced swim test and prevented stress effects in the sucrose preference test (Supplementary Fig. S10). Hence, CYM50769 rapidly improves stress-induced behavioral changes in both sexes.

These data are consistent with the effects of viral-mediated overexpression and knockdown of *Npbwr1* levels (Figs. 2 and 3; Supplementary Fig. S11). They also indicate fast-acting effects of CYM50769 ligands on depressive-like behaviors, at least in mice. Given the rapid reversal of stress-induced symptoms, the persistence of *Bdnf* changes for 7 days, and the excellent tolerability in our studies, CYM50769 deserves further investigation for its role in ameliorating symptoms related to chronic stress and depression.

## Discussion

This study describes a previously unknown pathway, which mediates rapid effects on depressive-like behaviors and stress response via *Npbwr1*. Viral-mediated gene transfer stably altered levels of *Npbwr1*. While overexpression of *Npbwr1* mimicked depressive-like symptoms, its knockdown prevented chronic stress effects without affecting mood in naïve mice. This dichotomous effect may be explained by relatively low baseline levels of *Npbwr1* in the NAc as observed by Cq-values of *Npbwr1* by qPCR of more than 25 in naïve mice. Hence, effects on *Npbwr1* regulation may become apparent when *Npbwr1* levels are upregulated or the activity of *Npbwr1* is increased, e.g. after CVS. Consistently, the regulation of *Npbwr1* activity via microinjection of ligands altered depression-related symptoms depending on a previous CVS induction. Stimulation of *Npbwr1* via NPB induced depressive-like behaviors in naïve mice, while an inhibition with CYM50769 blocked those symptoms within the CVS-cohort.

It is currently unclear how *Npbwr1* signaling mediates downstream effects on gene expression and dendritic spine morphology. Second messenger cascades may affect gene expression, however, only a small number of genes were altered in our RNA sequencing data set from OE-*Npbwr1* and they did not involve synaptic genes. Hence it is likely that other mechanisms such as posttranslational modifications on synaptic proteins and protein-protein interactions near the synaptic cytoskeleton are affected. 

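The lists of synaptic genes had medians near 0 with OE-*Npbwr1*, in a comparison where edgeR called 0 genes in all. Of 26 postsynaptic genes 0 passed when adjusted over the list alone (median log2 fold change 0.04, camera adjusted p = 0.264). Of 26 presynaptic genes 1 was higher when adjusted over the list alone, *Unc13c*, a vesicle priming factor (0.55, adjusted p = 0.0391 over the list), and the median was −0.05 (camera adjusted p = 0.03, toward lower, and 0.455 with an estimated correlation). DESeq2 called *Unc13c* over all genes (adjusted p = 0.00975) and, outside these lists and named after the values were seen, the lower synaptic genes *Cbln2* (−1.22, adjusted p = 6.43e-09), *Grm2* (−0.93) and *C1ql3* (−1.07). *C1ql3* is also in the list of cortical excitatory neurons, of which 9 of 19 genes were lower in the same libraries when adjusted over the list alone (median −1.10). The 22 genes of the spine actin cytoskeleton and the 23 potassium channel genes held 0 called genes, also when adjusted over the list alone (camera adjusted p = 0.131 and 0.54), and the kinase *Pak1* was at −0.17. Among 25 neuropeptides and receptors *Npbwr1* itself was higher and *Sstr2* (−0.58) lower when adjusted over the list alone. Genes of adenosine and dopamine signaling, which include many of medium spiny neurons, had a median of 0.29 with 0 called (camera adjusted p = 6.06e-06, and 0.393 with an estimated correlation).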

Dendritic spine morphology is not only regulated by signaling cascades of the postsynaptic cell but also by synaptic input from the presynaptic cell. The NAc receives inputs from several brain regions including the ventral tegmental area and the prefrontal cortex [35]. In our viral experiments, only the NAc was manipulated, while CVS affects a variety of brain regions [10]. Viral experiments have a long-term trajectory, whereas caffeine has a rapid mode of action. Moreover, a variety of neurotransmitters besides *Npbwr1* ligands are likely to affect dendritic spine morphology. Therefore, while our data are largely internally consistent, they need to be put in a bigger context in the future. Further experiments involving chemogenetic stimulation of specific circuits, as well as stimulation with certain other receptor agonists and antagonists, are planned.

Stress- and caffeine-induced changes in *Npbwr1* levels in other brain regions such as the amygdala or the VTA have not been investigated. Using localized viral and microinjection strategies, we focused on *Npbwr1* function in the NAc. For instance, we do not exclude the possibility that *Npbwr1* may regulate anxiety when manipulated in other brain regions such as the amygdala, or affect weight when manipulated in relevant brain regions such as the hypothalamus. *Npbwr1* function in other brain regions should be studied in more depth in the future, in particular, to predict the side effects of CYM50769 on other behaviors. Moreover, we have not explored, which brain regions produce the natural agonists that stimulate *Npbwr1* in the NAc. Our study on the receptor for neuropeptides B and W sheds new light on this little-explored neurotransmitter system. This encourages further investigation of neuropeptide systems in the brain as they may mediate disease states via understudied pathways.

Depression is associated with different molecular signatures in males and females and this is reflected by the CVS-mouse model [10]. Accordingly, we observed a 4x stronger effect of CVS on *Npbwr1* levels. Nevertheless, male mice, too, showed increased stress-induced *Npbwr1* levels and they also benefited from CYM50769 administration after CVS. Hence, our data are relevant for both sexes.

Several SNPs are described within the NPBWR1 gene, which are mostly of uncertain significance or have no known link to depression. rs35551581 has been correlated with antidepressant response in one study but was not found to have a clear phenotypical relevance [36]. Other SNPs are associated with smoking and traumatic early childhood events (rs2376427), as well as body mass index (rs7822058-A, rs575733898-T, rs10095724-G), which may be of relevance to observed endophenotypes of altered anhedonia. Interestingly, NPBWR1 is located in the 8q11.23 region, neighboring the RB1CC1 gene, and two NPBWR1 duplications are associated with schizophrenia, making this gene potentially interesting in yet another disease context.

Current and future testing involves the applicability of CYM50769 for oral administration, including PET-tracing of a radioactive version across tissues. Based on the molecular structure it is likely that CYM50769 may cross the blood-brain-barrier and that it may be transiently deposited in fatty tissues, leading to a slow release which may partially explain the observed effects after 7 days (personal communication with Prof. Anna Junker, University of Tübingen, Germany). Based on these data, the original or an adapted molecule will be tested for oral application, dosing regime and efficacy, side effects, and antidepressant effects. Despite observed changes in *Bdnf* levels after 7 days, the effect of an acute dose of CYM50769 is likely transient. This is also suggested by *Npbwr1*-induced changes in dendritic spine morphology, which point toward an alteration in the dynamic and transient “thin” spines, which need reinforcement to develop into more stable mushroom spines. Taken together, it is highly likely that CYM50769, as most compounds, will need to be administered at regular intervals, warranting the testing of cumulative side effects as well.

Guerrero et al. demonstrated a high selectivity of CYM50769 [37]. However, at the high dose of 30 μM, they observed a 63% inhibition of the serotonin receptor 5-HT2B in the Ricerca panel of off-target proteins. In light of these data, cross-talk with the serotonergic system, in particular during co-administration with selective serotonin reuptake inhibitors, needs to be investigated further.

A main focus of continued studies will be CYM50769’s effects on anxiety. Anxiety- and mood disorders show a strong comorbidity. Caffeine can be anxiolytic at low doses but anxiogenic at high doses, and therefore it is plausible that downstream proteins such as *Npbwr1* may contribute to this effect. We did not detect significant effects of virally altered *Npbwr1* levels on anxiety in the open-field test. However, given the importance of this aspect, particularly regarding chronic and acute CYM50769 effects, this will be a focus of in-depth future studies.

In mice, CYM50769 is fast-acting, selective, well tolerated, and showed effects up to 7 days after administration of a single dose. Despite more preclinical testing being required to assess oral applicability, long-term safety, efficacy, and side effects, the data presented here provide new insights regarding our standing of stress response and, possibly, antidepressant action.

## Supplementary information

Supplementary material

Supplementary Table 1

Supplementary Table 2

## Data Availability

All relevant data are presented within this article or can be accessed within the supplementary information. Raw sequencing data can be obtained via the Gene Expression Omnibus (GEO) database under accession number GSE271600. Further data regarding this publication may be requested from the corresponding author.

# Supplementary material for: Npbwr1 signaling mediates fast antidepressant action
**Source:** Mol Psychiatry. 2024 Oct 21;30(5):1828–35. doi: 10.1038/s41380-024-02790-4
**Supplement:** Supplementary file 1 — Supplementary material

**Supplementary information**

**
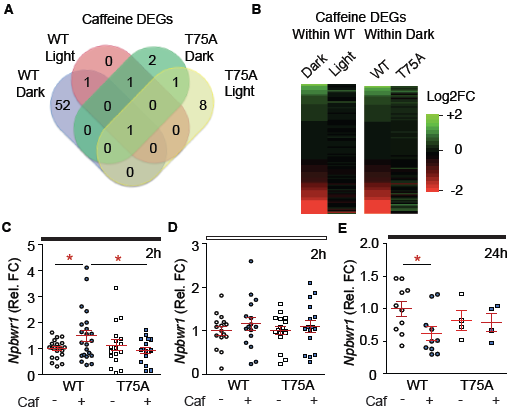
**

**Supplementary Fig. 1: RNA-sequencing identifies *Npbwr1* as a target of caffeine and the DARPP-32 pathway. A**, **B**) RNA-sequencing on the NAc of male wildtype (WT) and DARPP-32-T75A mutant mice (T75A) at the end of the active (ZT18) and in the middle of the inactive phases (ZT0) of the light cycle, 2 h after caffeine injection. Caffeine was thus injected at ZT0-2h, ZT6-2h, ZT12-2h and ZT18-2h. These time points were chosen based on previously measured, diurnal effects of caffeine on mood and gene expression, which were prevented by T75A-DARPP-32 ^12^. **A**) Venn diagrams of significant (Padj < 0.05, log2FC 0.5 <> -0.5) gene expression changes between various conditions. These data confirm that the biggest effect of caffeine occurs in the active phase of WT mice. **B**) Heat maps comparing transcriptional changes (log(FC) across light phases and genotypes All logFC-changes were included. **C**-**E**) Validation in a different cohort by qPCR. **C**) Dark phase. 2 h after injection, caf increases *Npbwr1* in WT but not T75A mutants. n = 16-22; interaction drug & genotype: F(1,73) = 4.54, P < 0.05; *post hoc* test: drug effect within WT: *P < 0.05; genotype effect within caf: *P < 0.05. **D**) No effects on *Npbwr1* 2 h after caffeine during the light phase. n = 16,16,17,16; genotype effect: F(1,53) = 0.06, P = 0.79; drug effect: F(1,53) = 1.10, P = 0.29; interaction: F(1,53) = 0.06, P = 0.80. **E**) Dark phase. *Npbwr1* is reduced in WT 24 h after caffeine injection. n = 10,10,4,4; genotype effect: F(1,24) < 0.01, P = 0.98; drug effect: F(1,24) = 2.02, P = 0.17; interaction: F(1,24) = 1.53, P = 0.23; *post hoc* test: drug effect within WT: *P < 0.05. **C**-**E**) Independent data points are plotted and means **±** s.e.m. are shown. DEGs: differentially expressed genes; Non-significant comparisons are not listed unless specified.

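Across the conditions of the Venn diagrams *Vegfa* was the gene that edgeR called in each. Its log2 fold change was 0.70 (SE 0.13, adjusted p = 0.0206) in WT at ZT0, 0.77 (SE 0.13, adjusted p = 0.00549) in T75A at ZT18 and 0.69 (SE 0.13, adjusted p = 0.028) in T75A at ZT0. *Adm* was called in WT at both times, at 1.38 (SE 0.26, adjusted p = 0.0206) at ZT0, and was at 1.01 (SE 0.25, adjusted p = 0.253) in T75A at ZT18. *Ppp1r3c*, a regulator of glycogen synthesis, was called in T75A at ZT18 at 0.72 (SE 0.14, adjusted p = 0.0243) and was at 0.67 (SE 0.14, adjusted p = 0.0631) in WT at ZT0. *Acer2*, an alkaline ceramidase, was called in T75A at ZT18 at 1.00 (SE 0.20, adjusted p = 0.0325) and was at 0.50 (SE 0.20, adjusted p = 0.965) in WT at ZT0.
Hypoxia-inducible genes rose in WT at ZT0 and in T75A at ZT18. Of 20 genes 2 were called over all genes and 8 when adjusted over the list alone in WT at ZT0 (median 0.18, camera adjusted p = 1.76e-17, and 6.38e-05 with an estimated correlation), among them *Cited2* (0.43). In T75A at ZT18 these counts were 2 and 8 (median 0.17, camera adjusted p = 2.05e-14, and 0.000348 with an estimated correlation), with *Ankrd37* at 0.57 and *Mxi1* at 0.27. In T75A at ZT0 they were 1 and 5 (camera adjusted p = 8.11e-05, and 0.274 with an estimated correlation). The cortical excitatory list, by contrast, had 0 called genes and a median of −0.46 in T75A at ZT18 (camera adjusted p = 0.0286, and 0.867 with an estimated correlation) and of −1.25 in T75A at ZT0 (camera adjusted p = 3.49e-05, and 0.816 with an estimated correlation). Of 13 mitochondrially encoded genes 9 were higher in T75A at ZT18 when adjusted over the list alone (median 0.25, camera adjusted p = 2.12e-12, and 0.113 with an estimated correlation), for example *mt-Nd4* (0.25) and *mt-Co1* (0.20). In T75A at ZT0, where 1 gene was called, 5.98% of all genes had groups that did not overlap, and 2385 genes had an unadjusted p under 0.05.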

**
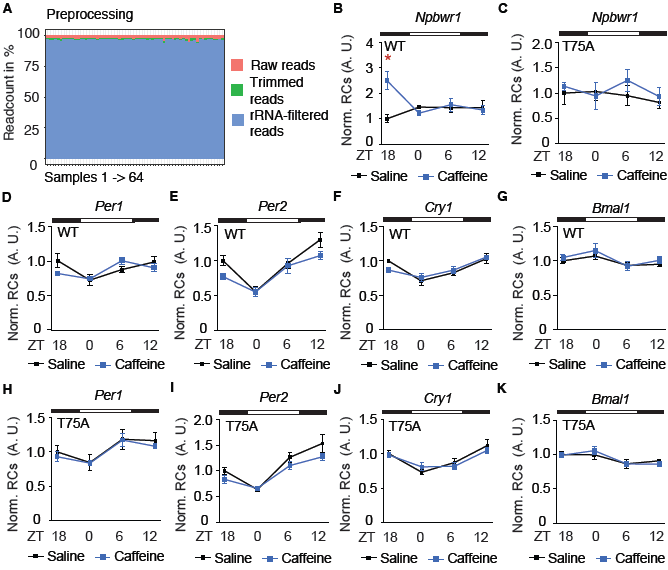
**

**Supplementary Fig. 2: Quality control markers and read count distribution of RNA-sequencing after acute caffeine treatment. A**) Preprocessing information on RNA quality. All samples reached at least 90% alignment. **B, C**) Distribution of *Npbwr1* read-counts (normalized for WT ZT18) over time. As depicted in **Fig. S1**, the biggest change in *Npbwr1* occurs at the end of the dark phase in caffeine-treated WT mice. **B**-**K**) n = 4 for all groups. **B**) WT; drug effect: F(1,24) = 1.38, P < 0.05; *post hoc* test: effect of caffeine within ZT18: *P < 0.05. Sal: ZT18 vs. ZT0: P < 0.001; ZT18 vs. ZT6, 12: P < 0.01. **C**) T75A; drug effect: F(1,24) = 0.76, P = 0.39; time effect: F(3,24) = 0.57, P = 0.63; interaction: F(3,24) = 0.36, P = 0.78. **D**-**K**) Normalized read counts (RCs) for circadian genes. Circadian alterations are in agreement with the literature. Caffeine but not T75A-mutation may slightly flatten the amplitude of circadian oscillations. **D**-**G**) WT. **D**) *Per1*; time effect: F(3,24) = 5.05, P < 0.01; *post hoc* test: Sal: ZT18 vs. ZT0: P < 0.01; ZT0 vs. ZT12: P < 0.05; Caf: ZT0 vs. ZT6: P < 0.05. **E**) *Per2*; drug effect: F(1,24) = 5.35, P < 0.05; time effect: F(3,24) = 23.82, P < 0.0001; *post hoc* test: Sal: ZT18 vs. ZT0, ZT0 vs. ZT12, ZT6 vs. ZT12: P < 0.001; ZT18 vs. ZT12: P < 0.05; ZT0 vs. ZT6: P < 0.01; Caf: ZT18 vs. 12: P < 0.05; ZT0 vs. ZT6: P < 0.01; ZT0 vs. ZT12: P < 0.001. **F**) *Cry*; time effect: F(3,24) = 13.19, P < 0.0001; *post hoc* test: Sal: ZT0 vs. ZT6: P < 0.01; ZT0 vs. ZT6, ZT6 vs. ZT12: P < 0.05; Caf: ZT0 vs. ZT12: P < 0.05; ZT0 vs. ZT12: P < 0.001; ZT6 vs. ZT12: P < 0.01. **G**) *Bmal*; time effect: F(3,24) = 3.48, P < 0.05; *post hoc* test: Caf: ZT0 vs. ZT6: P < 0.05. **H**-**K**) T75A. **H**) *Per1*; time effect: F(3,24) = 5.14, P < 0.01; *post hoc* test: Sal, Caf: ZT0 vs. ZT6: P < 0.05. **I**) *Per2*; drug effect: F(1,24) = 4.9, P < 0.05; time effect: F(3,24) = 26.49, P < 0.0001; *post hoc* test: Sal: ZT18 vs. ZT0: P < 0.05; ZT18 vs. ZT12, ZT0 vs. ZT6, ZT0 vs. ZT12: P < 0.001; Caf: ZT18 vs. ZT12, ZT0 vs. ZT6: P < 0.01; ZT0 vs. ZT12: P < 0.0001. **J**) *Cry*; time effect: F(3,24) = 13.76, P < 0.0001; *post hoc* test: Sal: ZT18 vs. ZT0, ZT6 vs. ZT12: P < 0.01; ZT0 vs. ZT12: P < 0.001; Caf: ZT0 vs. ZT12: P < 0.01; ZT6 vs. ZT12: P < 0.05. **K**) *Bmal*; drug effect: F(1,24) < 0.01, P = 0.99; time effect: F(3,24) = 5.73, P < 0.01; interaction: F(3,24) = 0.45, P = 0.72; *post hoc* test: Caf: ZT0 vs. ZT6, ZT0 vs. ZT12: P < 0.05. **B**-**K**) Means **±** s.e.m. are shown. ZT: Zeitgeber time. Non-significant are comparisons not listed unless specified.

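In WT at the other times *Npbwr1* stayed close between the injections. At ZT0 it was at 0.76 ± 0.19 log2 CPM with caffeine and at 0.99 ± 0.06 with saline (SD, n = 4 mice each, difference −0.24, two-sided exact permutation test, p = 0.0857). At ZT6 it was at 0.98 ± 0.54 and 0.94 ± 0.46, and at ZT12 at 0.84 ± 0.33 and 0.88 ± 0.59. In T75A the difference was −0.30 at ZT0, 0.39 at ZT6 and 0.17 at ZT12, each within the spread of the 4 mice of a group.
The caffeine effect on *Npbwr1* in WT was 1.52 larger at ZT18 than at ZT0 on the log2 scale (SE 0.46, unadjusted p = 0.00188 and adjusted p = 0.326 from edgeR). For this gene alone the difference was thus beyond its spread, but it is not past the threshold over all genes. A joint test that the effect differed among the 8 combinations of genotype and time gave an unadjusted p of 0.0502 and an adjusted p of 0.857 from edgeR for this gene. Both tests were added after the data were examined. With saline alone, *Npbwr1* was lowest at ZT18 and highest at ZT0 in WT, with a range of 0.55 on the log2 scale. In edgeR's test of time of day the adjusted p over all genes was 0.813 in WT and 0.92 in T75A, and the unadjusted p was 0.362 and 0.692. The legend, from tests of this gene alone, reports that ZT18 differed from each other time with saline in WT.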

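With saline alone, the clock genes that passed the test of time of day over all genes in WT were *Per2*, *Per3*, *Nr1d2* and *Ciart*, 4 of 18 genes of the core clock measured. *Per2*, a repressor of the clock, rose from 38.3 ± 9.03 CPM at ZT0 to 67.3 ± 11.3 at ZT6 and 89.4 ± 15.8 at ZT12, and was at 69.7 ± 12.0 at ZT18 (SD, n = 4 mice per time, adjusted p = 0.000415 from edgeR's test over the 4 times). *Nr1d2* had an adjusted p of 0.0107, *Per3* of 0.0216 and *Ciart* of 0.023. *Cry1*, which like *Per2* was highest at ZT12 and lowest at ZT0, was at 44.4 ± 7.04 and 30.8 ± 5.64 CPM there (adjusted p = 0.0764). *Arntl*, which encodes BMAL1, a transcriptional activator of the clock, was highest at ZT18 in both genotypes (adjusted p = 0.138 in WT and 0.0956 in T75A). *Per1* (adjusted p = 0.404 and 0.401) and *Clock* (0.887 and 0.888) were not called in WT or T75A.
In T75A 10 of the 18 clock genes were called, including the same 4. *Per3* (adjusted p = 2.19e-05), *Per2* (4.38e-05), *Nr1d2* (6.72e-05) and *Ciart* (6.83e-05) led them, followed by *Hlf* (0.00833), *Tef* (0.00933), *Bhlhe41* and *Nr1d1* (0.0277 each), *Dbp* (0.0328) and *Cry1* (0.0418). The target genes *Nr1d1* and *Dbp* were highest at ZT6 in both genotypes. Over all genes time of day was called for 18 in WT and 59 in T75A, 8 of them in both, where independent lists of these sizes would share 0.0543. Without replicate number 1, 2, 3 or 4 in turn the count was 0 to 23 in WT (0 without 3 or 4) and 6 to 36 in T75A, and DESeq2 called 73 and 166. The WT calls include *Aldh1a2*, *Fmod*, *Ptgds* and *Slc6a13* of the leptomeningeal list (adjusted p = 0.023 to 0.032 in WT and 0.553 to 0.802 in T75A), whose mean was far higher in WT saline replicate 2 at ZT18 than in the other libraries of its group. Whether the genotypes differ in their time course was not tested.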

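The range of clock genes over the day was compared between injections as the highest minus the lowest of the 4 time means, on the log2 scale. In WT the range with caffeine was 0.775 of that with saline for *Per2* (0.95 against 1.23), 0.793 for *Per1*, 0.865 for *Cry1* and 1.25 for *Arntl*. In T75A the ratios were 0.794 for *Per2*, 0.713 for *Cry1*, 1.05 for *Per1* and 1.41 for *Arntl*. None of the 8 ratios passed a permutation test of the injections within times (10000 permutations, adjusted p from 0.597 to 0.93). At ZT12 *Per2* stood at 73.6 ± 6.76 CPM with caffeine in WT, and at ZT18 at 53.3 ± 6.17 (SD, n = 4 mice). Between T75A and WT, averaged over the 8 combinations of injection and time, edgeR called 0 of the 18 clock genes, and none passed when adjusted over the list alone (camera adjusted p = 0.861).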

**
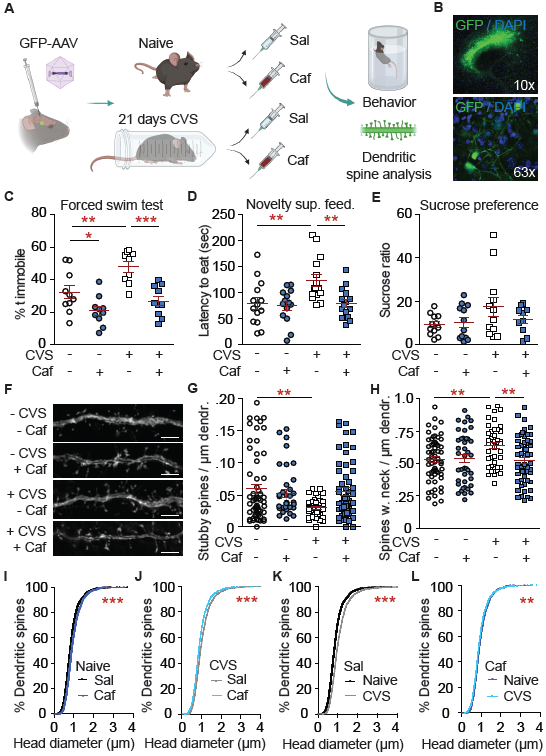
**

**Supplementary Fig. 3: Acute caffeine injection reverses CVS-induced changes in depressive-like behaviors and dendritic spine changes in females. A**) Experimental overview. Given the mood-elevating effects of caffeine we previously detected ^12^, its’ effects were now assessed in a chronic stress mouse model. A subgroup of mice was stereotaxically injected with a GFP-expressing AAV for dendritic spine analysis. **B**) Overview image of GFP-labelled neurons. **C**-**E**) Stress-induced behavioral changes are reversed 24 h after caffeine injection. **C**) Caf reduces immobility time in the forced swim test in stressed and unstressed mice. n = 10,10,9,10; stress effect: F(1,35) = 10.38, P < 0.01; drug effect: F(1,35) = 23.36, P < 0.0001; *post hoc* test: caf effect within naïve: *P < 0.05, within CVS: ***P < 0.001; stress effect within sal: **P < 0.01. **D**) Caf rescues stress effects on latency to eat in the Novelty-suppressed feeding test. n = 14,14,15,15; stress effect: F(1,54) = 6.21, P < 0.05; drug effect: F(1,54) = 6.17, P < 0.05; interaction: F(1,54) = 4.28, P < 0.05; *post hoc* test: drug effect within CVS: **P < 0.01; stress effect within sal: **P < 0.01. **E**) No significant changes were measured in the Sucrose preference test within this cohort. n = 12,12,12,10; stress effect: F(1,42) = 2.91, P = 0.10; drug effect: F(1,42) = 0.72, P = 0.40; interaction: F(1,42) = 1.61, P = 0.21. **F**-**N**) CVS-induced changes in NAc dendritic spines are reversed by caffeine. **F**) Representative dendrites. Scale bar 10 μm. **G**) Stubby spines. n = 59,38,42,58 dendrites from 6,4,4,6 mice; stress effect: F(1,192) = 4.85, P < 0.05; interaction: F(1,192) = 6.73, P < 0.05; *post hoc* test: n.s. **H**) Neck-containing spines. n = 60,39,42,60 dendrites from 6,4,5,6 mice; drug effect: F(1,196) = 4.86, P < 0.05; interaction: F(1,196) = 5.77, P < 0.05; *post hoc* test: drug effect within CVS: **P < 0.01; stress effect within sal: **P < 0.01. **I**-**L**) Cumulative head diameter (HD) is increased by CVS and reversed by caf. **I**) Caf increases HD within naïve mice: χ^2^ = 65.36, df = 1, ***P < 0.0001. **J**) Caf reduces HD within CVS group: χ^2^ = 51.74, df = 1, ***P < 0.0001. **K**) CVS increases HD within sal group: χ^2^ = 141.90, df = 1, ***P < 0.0001. **L**) CVS slightly decreases HD within caf group: χ^2^ = 7.04, df = 1, **P < 0.01. **C**-**E**, **G**, **H**) Independent data points are plotted and means **±** s.e.m. are shown. Non-significant comparisons are not listed.

**
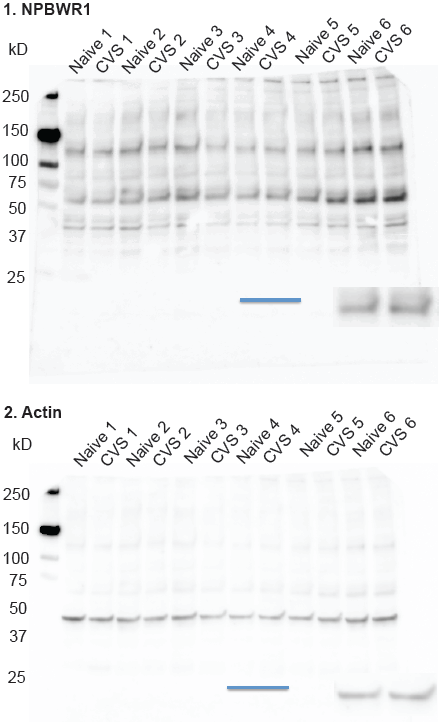
**

**Supplementary Fig. 4: Full-length western blots of NPBWR1 and Actin control.**

**
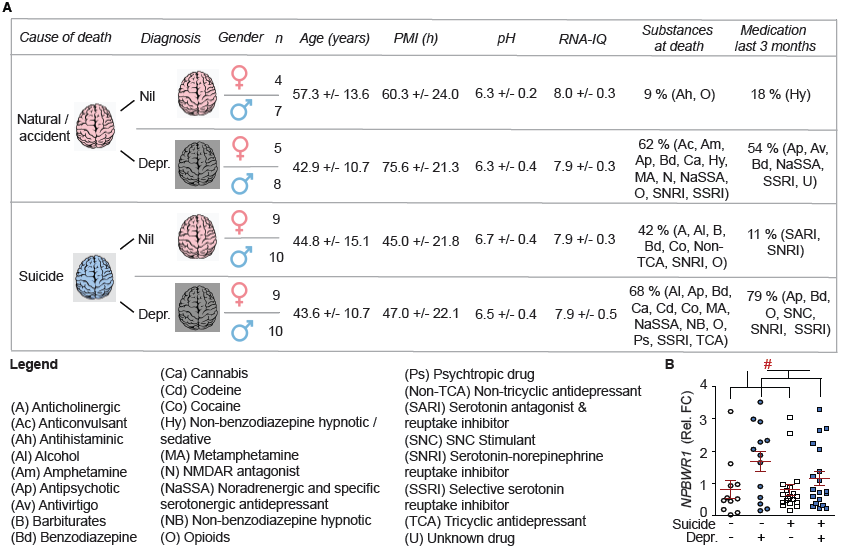
**

**Supplementary Fig. 5: Demographics of postmortem samples and separation by cause of death. A**) Patient information. **B**) Analysis split by cause of death and diagnosis. n = 11,13,19,19; 2-way ANOVA: effect of ilness: F(1,65) = 5.45, ^#^P < 0.05; effect of cause of death: F(1,65) = 0.38, P = 0.36; interaction: F(1,65) = 0.66, P = 0.42; *post hoc* test: all comparisons P > 0.05. Independent data points are plotted and means **±** s.e.m. are shown. PMI: postmortem interval; RNA-IQ: RNA IQ Score. Sketches were made with biorender.com. Nil: controls. Depr.: Depression.

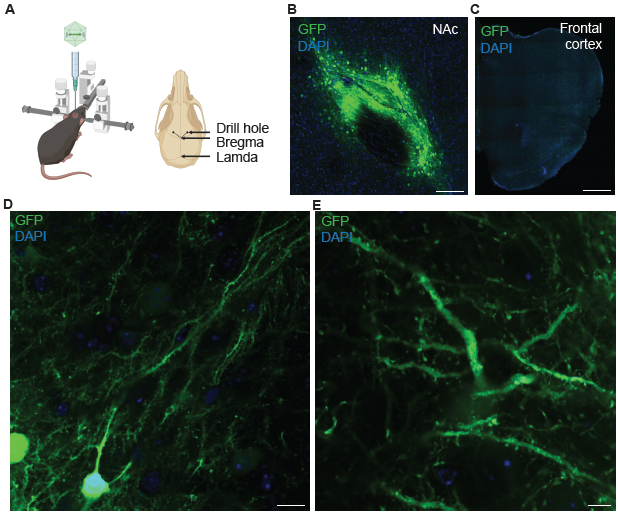

**Supplementary Fig. 6: Viral infections. A**) Overview of stereotaxic injection. **B**) Injection was selectively targeting the NAc. Scale bar: 100 μm. **C**) No signal was detected in the frontal cortex. Scale bar: 400 μm. **D**, **E**) Higher magnification reveals that the AAVs predominantly label medium spiny neurons, as evident by the arborous, spiny dendrites. **D**) Scale bar: 25 μm. **E**) Scale bar: 10 μm. Sketch was generated with biorender.com.

**
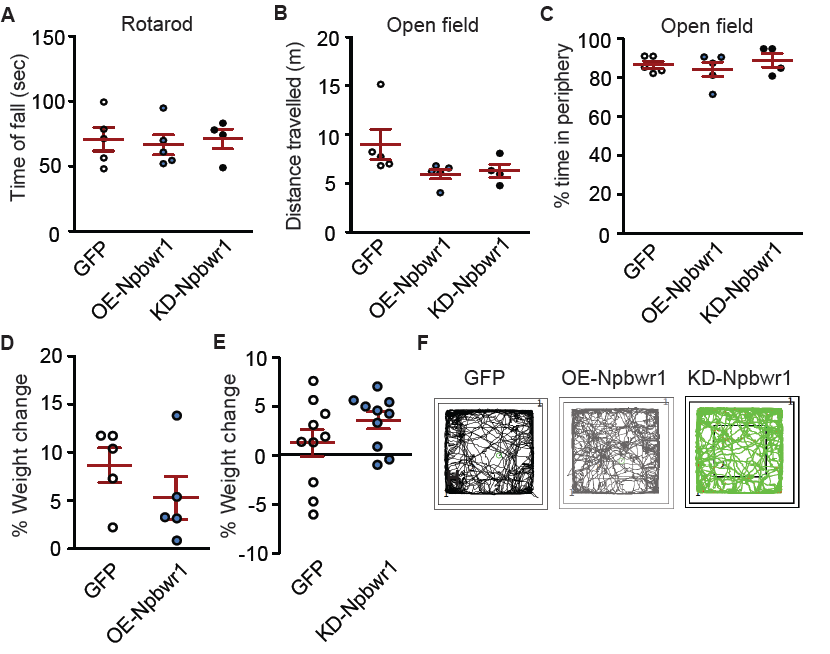
**

**Supplementary Fig. 7: No effects on weight, locomotor activity, or anxiety after altered *Npbwr1* levels. A**-**F**) Mice were stereotaxically injected with AAVs overexpressing (OE) or knocking down (KD) *Npbwr1* and analyzed at least 4 weeks later. **A**) No affect of *Npbwr1* on time to fall from a rotarod: n = 5,5,4; F(2,13) = 0.1, P = 0.91. **B**) Total distance traveled in the open field is not affected by altered *Npbwr1*: n = 5,5,4; F(2,13) = 2.51, P = 0.13. **C**) Time spent in the periphery of an open field is not affected by *Npbwr1*: n = 5,5,4; F(2,13) = 0.54, P = 0.60. **D**) No effect of OE-*Npbwr1* on weight gain after surgery. n = 5; t_8_ = 1.17, P = 0.28. **E**) KD-*Npbwr1* did not significantly affect weight change after surgery. n = 10; t_18_ = 1.39, P = 0.18. **F**) Examples of infected mice from all 3 groups moving in the open field arena. **A**-**E**) Independent data points are plotted and means **±** s.e.m. are shown. Non-significant comparisons are not listed unless specified. Sketches were made with biorender.com.

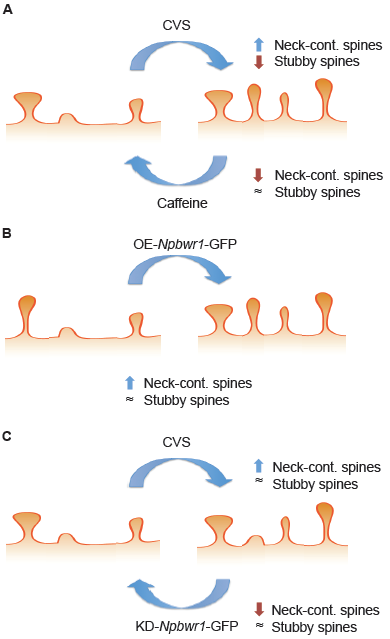

**Supplementary Fig. 8: Overview over observed changes in dendritic spines. A**) Experiment from **Fig. S3** (CVS and 24 h of caffeine treatment). **B**) Experiment from **Fig. 2** (OE-*Npbwr1*). **C**) Experiment from **Fig. 3** (KD-*Npbwr1*). **A**-**C**): CVS increased the density of neck-containing spines (“thin”and “mushroom” spines), which was mimicked by OE-*Npbwr1*. This increase was reversed by caffeine (**A**) and prevented by KD-*Npbwr1*. **A**-**C**) In our hands, stubby spine density was mostly unaffected, or reduced by CVS. Stubby spines are functionally mute, small protrusions of the dendrites and only represent a small % of spines.

**
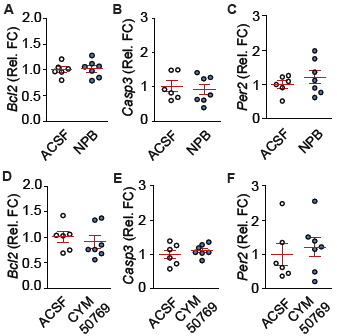
**

**Supplementary Fig. 9: Acute microinjection of *Npbwr1*-ligands is selective and non-toxic. A**-**C**) 1nmolar NPB **D**-**F**) 1 μmolar CYM50769 was microinjected into the NAc. Tissue was collected 24 h later and analyzed by qPCR. n = 6,7. Average +/- s.e.m. shown. **A**) No effect of NPB on *Bcl2*. P = 0.882. **B**) NPB does not alter *Casp3*. P = 0.66. **C**) *Per2* is not affected by NPB. P = 0.38. **D**) No effect on *Bcl2*. P = 0.58. **E**) CYM50769 does not alter *Casp3*. P = 0.42. **F**) *Per2* is not affected by CYM50769. P = 0.63.

**
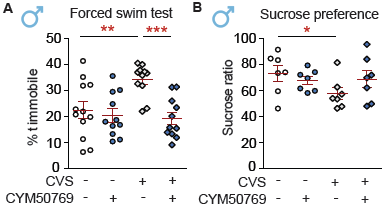
**

**Supplementary Fig. 10: CYM50769 rapidly reverses stress-induced changes in male mice.**

**A**) Rescued reduction in immobility time in the forced swim test. n = 12,11,11,11; effect of CVS: F(1,41) = 10.64, P < 0.01; effect of CYM50769: F(1,41) = 4.13, P < 0.05; interaction: F(1,41) = 6.26, P < 0.05; *post hoc* test: CVS effect within control group: **P < 0.01; CYM50769 effect within CVS-treated groups : ***P < 0.001. **B**) CVS effect on sucrose preference is blocked in mice that received CYM50769. n = 7 for all groups; interaction between CVS and CYM50769: F(1,42) = 6.09, P < 0.05; *post hoc* test: CVS effect within control group: *P < 0.05.

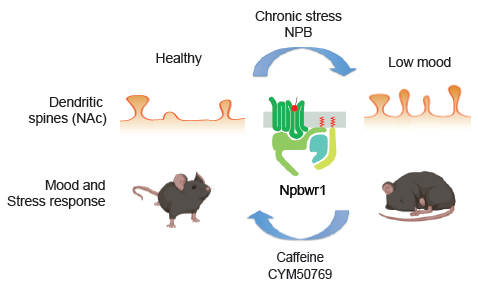

**Supplementary Fig. 11:** Overview of proposed mechanisms. Chronic stress and depression increase *Npbwr1* levels, while NPB stimulates *Npbwr1* activity, leading to low mood and an increased density of neck-containing spines in the NAc. Chronic stress effects can be prevented by reducing *Npbwr1* levels, using slower viral approaches or acute caffeine administration, or by decreasing *Npbwr1* activity via the fast-acting antagonist CYM50769. Sketches were made with biorender.com.

**Supplementary Methods**

**Primers**

| **Organism** | **Gene** | **Sequence** |
| --- | --- | --- |
| Mouse | *Actin* Fvd | 5'-TGTTACCAACTGGGACGACA-3' |
| Mouse | *Actin* Rev | 5'-GGGGTGTTGAAGGTCTCAAA-3' |
| Mouse | *Bcl2* Fvd | 5'-TACCGTCGTGACTTCGCAGAG-3' |
| Mouse | *Bcl2* Rev | 5'-GGCAGGCTGAGCAGGGTCTT-3' |
| Mouse | *Bdnf* Fvd | 5'-AAAATGCTCACACTCCAC-3' |
| Mouse | *Bdnf* Rev | 5'-GAACAAATGCTGGTCTTT-3' |
| Mouse | *Bmal1* Fvd | 5'-CAACCTTCCCGCAGCTAACA-3' |
| Mouse | *Bmal1* Rev | 5'-TCCGCGATCATTCGACCTA-3' |
| Mouse | *Casp3* Fvd | 5'-AGGGGTCATTTATGGGACA-3' |
| Mouse | *Casp3* Rev | 5'-TACACGGGATCTGTTTCTTTG-3' |
| Mouse | *Cry1* Fvd | 5'-CCTCTGTCTGATGACCATGATGA-3' |
| Mouse | *Cry1* Rev | 5'-CCCAGGCCTTTCTTTCCAA-3' |
| Mouse | *Gapdh* Fvd | 5'-AACTTTGGCATTGTGGAAGG-3' |
| Mouse | *Gapdh* Rev | 5'-ACACATTGGGGGTAGGAACA-3' |
| Mouse | *Npbwr1* Fvd | 5'-GCTCAGTATGCCCCACCTTT-3' |
| Mouse | *Npbwr1* Rev | 5'-AGGCTATGAGGCAGGAAGGA-3' |
| Mouse | *Per1* Fvd | 5'-ACCAGCGTGTCATGATGACATAC-3' |
| Mouse | *Per1* Rev | 5'-GTGCACAGCACCCAGTTCCC-3' |
| Mouse | *Per2* Fvd | 5'-GAAAGCTGTCACCACCATAGAA-3' |
| Mouse | *Per2* Rev | 5'-AACTCGCACTTCCTTTTCAGG-3' |
| Human | *ACTIN* Fvd | 5'-GTTGCTATCCAGGCTGTGCT-3' |
| Human | *ACTIN* Rev | 5'-GAGGGCATACCCCTCGTAGA-3' |
| Human | *GAPDH* Fvd | 5'-TGGGCAGCCGTTAGGAAAG-3' |
| Human | *GAPDH* Rev | 5'-AGTTAAAAGCAGCCCTGGTGA-3' |
| Human | *NPBWR1* Fvd | 5'-AGGCTATGAGGCAGGAAGGA-3' |
| Human | *NPBWR1* Rev | 5'-AAGCCCAGGTAATCCACAGC-3' |

**Extended methods**

**AAVs & stereotaxic surgery.** For bilateral stereotaxic surgery into the NAc, mice were analgized with melosus 0.5 mg/ml (#120, CP-Pharma) and anesthetized using 1-1.5% isoflurane. Eyes were protected with Vitamycin cream (#CP3920, CP-Pharma). The skin on the skull was opened and small holes were drilled near the stereotaxic X/Z coordinates of the NAc (coordinates relative to Bregma: antero-posterior (Z): + 1.5, mediolateral (X): ±1.5, dorsoventral (Y): -4.4, angle: 10°). AAVs were injected at a rate of .1 μL/min per hemisphere for 5 min using 10 μL Gastight Hamilton syringes model 1801 RN. Mice were scored for general health and behavior at least 3 days post-surgery, receiving melosus daily.

**Cloning.** The Npbwr1 coding sequence was amplified by PCR from mouse brain cDNA and cloned in an AAV shuttle vector that contains GFP fused to a P2A sequence (Kim et al 2011, PMID 21602908) under the control of the CAG promoter (pAAV-CAG-GFP.P2A.Npbwr1-WPRE.SV40PolyA). To perform short hairpin mediated knockdown of Npwr1, a shRNA containing the Npwr1 specific sequence 5’- GGACGCCTTATCACCTGAGTA -3’ was introduced in an AAV shuttle vector that drives expression of the shRNA by the human U6 promoter and expression of the reporter GFP by a CAG promoter (pAAV-U6.Npwr1-CAG-GFP-WPRE3). A scrambled shRNA cassette of rat-Clathrin served as control.

**Stress induction by chronic variable stress.** To induce stress in mice, a chronic variable stress (CVS) protocol was employed over a period of 21 days. Each day, mice were subjected to a randomly selected stressor for one hour from a predetermined set, ensuring that no single stressor was used on consecutive days and that each stressor was applied an equal number of times throughout the study. All procedures were conducted during the light phase of the day-night cycle. The stressors employed in the CVS protocol included:

*Mild Electric Shocks*: Mice were placed in a chamber commonly used for fear conditioning experiments and subjected to 100 randomly administered mild electric shocks at an intensity of 0.45 mA for 1 h. The chamber accommodated up to five mice simultaneously.

*Tail Suspension*: Mice were secured for one hour by adhesive tape to a mast approximately 50 cm high, forcing them into an uncomfortable position.

*Tube Restraint*: Mice were placed in a perforated 50 ml Falcon tube or a similar tube within their home cage for one hour. This tube restricted their movement, simulating a confined environment while allowing them to maintain a normal sitting posture.

**Behavioral Tests.** Behavioral tests were conducted at the end of the dark phase of the day-night cycle. All experiments were performed blinded and under red light conditions to minimize disruption and stress to the animals.

The *Tail Suspension Test* was utilized to assess escape behavior from an unusual and uncomfortable situation, specifically a suspended vertical posture. During the Tail Suspension Test, mice were suspended by their tails for a duration of 6 min, during which they exhibited escape attempts characterized by negative geotaxis. The primary outcome measure was the duration of immobility, defined as the time during which the mice remained passive and refrained from climbing attempts.

The *Forced Swim Test* aimed to quantify escape behavior from an uncomfortable situation, serving as a marker for stress-related behavior, particularly reduced motivation. During the Forced Swim Test, mice were placed in a water bath for 6 min, during which they attempted to escape. The water bath consisted of a transparent cylinder made of plastic, with water maintained at a temperature of 19-22°C. Mice, like most mammals, are naturally capable of swimming, making this behavior a part of their normal repertoire. The test indirectly measured escape behavior by recording the duration of immobility, defined as the time during which the mice ceased active attempts to escape.

The objective of the *Splash Test* was to evaluate grooming behavior in mice, which is typically reduced in stress models. In this test, a few milliliters of liquid (10% sucrose) were sprayed onto the backs of the mice, and the percentage of time spent grooming within a 6-minute period, as well as the latency to initiate grooming, were recorded.

The *sucrose preference test* aimed to measure anhedonia. Forty-eight hours before the test, the mice were housed with two water bottles to acclimate them to two liquid sources. On the test day, the mice were single-caged and provided with one bottle containing plain water and another containing an 8% sucrose solution. The positions of the bottles were randomly assigned and equally distributed among all groups. After 24 h, the consumption of both solutions was measured, and the ratio of sucrose to water consumption was calculated.

The *novelty suppressed feeding test* assessed a combination of anhedonia and anxiety towards unfamiliar situations. Mice were placed on a restricted diet overnight (approximately 12 h), during which all food was removed from the cages. Following this period, each mouse received 1g of food, equivalent to approximately one-third of their normal consumption. To ensure consistent food distribution, mice were individually housed for the duration of the experiment. Subsequently, the latency for each mouse to initiate feeding on a food pellet in a novel cage was recorded, with a maximum observation time of 10 min. After completing the test, mice were allowed ad libitum access to food.

For the *open field test*, mice were recorded for 10 min in an arena with open space (approximately 50 cm x 50 cm) enclosed by walls. The distance traveled by each mouse was measured, and their frequency of staying in the center versus the periphery of the arena was assessed. This behavior evaluated the mice's tendency for risk-taking, as they often perceive the brightly illuminated center as more hazardous due to increased visibility to potential predators. The experiment was conducted under white light conditions, due to its ability to induce greater anxiety in mice compared to red light.

To measure locomotor skills, the mice were positioned on a rod within the *Rotarod* apparatus, initiating rotation at a predetermined speed. The start button was engaged only after ensuring the mice were securely settled on their rods. The duration until each mouse fell from the rotating rod was documented. Beneath the rod, approximately 50 cm above the ground, padding material was installed to provide a cushioned landing. Each mouse underwent the experiment three times, and the average time to fall was computed.

How the deposited data were processed for this re-analysis (not part of the article)

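Gene expression was measured by RNA-sequencing of NAc tissue in 2 experiments. In the caffeine experiment 64 male mice formed 16 groups of 4, WT or T75A-DARPP-32 mice injected with saline or caffeine at 4 times of day. In the overexpression experiment 4 female mice received OE-*Npbwr1* virus and 4 a GFP virus. Each library comes from 1 mouse. The human post-mortem measurements and the behavioral, spine and qPCR data were not analysed here.

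The authors deposited raw counts per gene for each library, made by trimming, error correction, removal of ribosomal reads, alignment to GRCm38 and counting over exons of the Ensembl annotation with the strand inferred from the reads. PCR duplicates were removed where single-end reads carried unique molecular identifiers. Whether the libraries of both experiments did is not given in the sources used here. The authors also deposited TPM per gene, which divides the counts by gene length and scales each library to the same total, and these were used only in a check of *Npbwr1* and *Bdnf*. The count tables hold 53715 genes in the caffeine experiment and 55401 in the overexpression experiment, with a gene symbol for 53620 and 55141 of them, and no line without a gene. Total counts were 16883585 to 70855567 per library (median 21857657) in the caffeine experiment and 14138571 to 35403521 (median 23934729.5) in the overexpression experiment. At these depths *Npbwr1* had 20 to 97 counts in the WT libraries of ZT18, so counting noise adds to its spread between mice. Gene positions are from the GENCODE annotation of GRCm38 used here, which is older than the annotation of the authors.

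Libraries were assigned to groups and replicates from their labels. The times in the labels (6, 12, 18 and 24 h) and in the paper (ZT18, ZT0, ZT6 and ZT12) differ, and the comparisons took the hour number of the labels as the ZT. The comparisons, the gene lists, the rule on named genes and most alternative settings were fixed before the deposited counts were examined. The match with Supplementary Table S1 then gave the order of times used in the text. The tests of caffeine at each time did not change by this, but the 2 planned tests of a difference of effects fell on ZT6 and ZT12, and those on ZT18 and ZT0 were added. *Xist* was at 1036.02 to 1519.68 CPM in the overexpression libraries and at 11.5 or less in the caffeine libraries, as the sexes in the labels and the paper have it. No pair of libraries of a group looked like 1 library deposited in duplicate (108 pairs, lowest chi-square per degree of freedom 3.88, median 14.1).

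Counts were analysed in R 4.3.3 with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood test), with 1 mean per group and no covariate. All 64 caffeine libraries shared 1 model over 19546 genes, and the 8 overexpression libraries had their own over 18313 genes. The comparisons were caffeine against saline at each of the 4 times in WT and in T75A, their mean over these 8 combinations, differences of the caffeine effect between genotypes and between times, T75A against WT, and time of day with saline within each genotype. A gene was called at an adjusted p under 0.05 (Benjamini-Hochberg over all genes tested) and a log2 fold change beyond 0.5. For time of day only the adjusted p was used. Levels are given in CPM, counts scaled to the TMM-normalized library total, and log2 levels use a prior count of 2. Single genes with 4 mice per group were also tested by exact permutation, where the smallest two-sided p is 0.0286. The test was run on simulated data for the WT comparison of ZT18 and for the overexpression comparison.

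The 42 gene lists cover functions and cell types, with limma 3.58.1 (camera) as their test. The values in the available part of the paper's Supplementary Tables S1 and S2 had been seen when the lists and the rule on genes were written. That rule covers every gene that the paper's text, legends or panels name, up to 10 called genes with the largest rise and 10 with the largest fall per comparison whose groups do not overlap, of each list described the 4 members with the smallest p and the 3 most abundant, and the genes targeted in the design, *Npbwr1* and *Ppp1r1b*. The text names the genes of the paper but only some of the called genes and list members that the rule covers, and the others are in the result tables. Called genes whose groups overlap and a few further list members were named after their values were seen. The list scores are means of log2 CPM over the members of a list in a library.

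The alternative settings were DESeq2 1.42.0 in place of edgeR, RLE in place of TMM factors, no filter on low counts, a mean of at least 50 counts, the replicate number as a block, the leptomeningeal list as a covariate in the caffeine experiment and the cortical list in the overexpression experiment, a fit on the compared libraries alone, no fold threshold, and leaving out each library in turn. For single genes they were library totals in place of TMM, a prior count of 0.5, and TPM on the log2(TPM + 0.1) scale. Alternatives added afterwards were the cortical list as a covariate in the caffeine experiment, edgeR's newer quasi-likelihood method, DESeq2 with its filtering aimed at 0.05, the saline libraries of all 4 times as a reference for *Npbwr1*, and the means over groups without WT saline replicate 2 of ZT18. The results added were the differences of effects by the paper's times, their mean, a joint test over the 8 combinations, and the exact test of *Npbwr1* at ZT18 by the paper's times.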

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

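The tests of the leptomeningeal genes, of the *Npbwr1* difference between WT and T75A and of the genes near *Ppp1r1b* were chosen after the results were seen, and so were the cortical covariate in the caffeine experiment and the slopes with the replicate number, while the other slopes were set after the main results and before their own outcome was seen, and the covariate in the overexpression experiment was set before any result.

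Single libraries lay apart from the 3 others of their group, relative to the spread of those 3, in the scores of the leptomeningeal, cortical and choroid plexus lists and in *Bdnf*. In some groups, such as both caffeine groups of ZT18 in the leptomeningeal score, the gap was small in size. All values are log2 CPM. The leptomeningeal score was 4.19 in WT saline replicate 2 at ZT18 (others 1.26 to 1.52), 1.15 in WT caffeine replicate 4 at ZT18 (others 1.21 to 1.22), 2.91 in T75A saline replicate 1 at ZT18 (others 1.20 to 1.37), 1.44 in T75A caffeine replicate 1 at ZT18 (others 1.26 to 1.29) and 2.15 in T75A caffeine replicate 2 at ZT6 (others 1.14 to 1.27). The choroid plexus score was 3.41 in WT saline replicate 1 at ZT0 (others −0.42 to −0.18), 2.65 in WT caffeine replicate 2 at ZT0 (others −0.84 to −0.42), 4.65 in WT saline replicate 2 at ZT6 (others −0.59 to −0.02), 1.70 in T75A saline replicate 2 at ZT0 (others −0.71 to −0.30), 2.89 in T75A caffeine replicate 3 at ZT0 (others −0.42 to 0.08) and 5.64 in OE-*Npbwr1* replicate 1 (others 1.02 to 1.62). WT caffeine replicate 1 at ZT12 had a cortical score of 2.68 (others 3.96 to 4.04) and a *Bdnf* level of 0.29 (others 2.37 to 2.72). *Bdnf* was 2.48 in T75A saline replicate 4 at ZT6 (others 3.19 to 3.27). The gap test used here marks about 1 group in 20 by chance.

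In WT at ZT18 the leptomeningeal genes were lower and *Npbwr1* and cortical genes were higher with caffeine. Over the other 7 combinations of genotype and time the leptomeningeal score differed by −0.01 between injections (permutation p = 0.935, n = 56 libraries), which argues against an effect of caffeine in every combination, and without WT saline replicate 2 the mean difference of the list was −0.26, 14.9% of that with it, so more leptomeningeal tissue in that 1 library is a candidate explanation, while an effect limited to WT at ZT18 stays open. In the 56 libraries outside this comparison *Npbwr1* was higher where the mean of the cortical and claustral lists was higher within groups (slope 0.443, SE 0.113, r = 0.52, rho = 0.55, permutation p = 2e-04 for each, r = 0.46 without the 2 libraries farthest out), and that slope gives 0.55 of the 1.26 by which *Npbwr1* differed, 43.6% (upper limit 65.7%), so for that part cortical and claustral tissue cannot be told apart from caffeine, while by this slope it does not give the whole difference. With the replicate number as a block the slope was 0.28 (SE 0.137), which gives 27.5% (upper limit 54.3%), and it was 0.485, 0.34, −0.041 and 0.078 within replicate numbers 1 to 4, so the relation did not hold in 3 and 4. The caffeine effect on *Npbwr1* was 0.95 larger in WT than in T75A (exact permutation p = 0.0424), as an action through DARPP-32 would have it and as the paper reports from qPCR in another cohort. The slope without the block gives 0.71 of that difference (74.6%), and no upper limit was computed for this share. It was also not computed with the block, where the slope was smaller. For the part that the slope gives, tissue and such an action cannot be told apart in these libraries.

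With OE-*Npbwr1* *Bdnf*, cortical genes and immune genes were lower than in the GFP controls. Within the groups of the caffeine experiment *Bdnf* rose with the cortical score (slope 1.275, SE 0.077, r = 0.92, rho = 0.91, permutation p = 1e-04 for each, r = 0.91 without the 2 libraries farthest out, n = 64, and 1.288 with the replicate number as a block, 0.992 to 1.563 within the numbers). That slope gives −1.06 of the −1.71 by which *Bdnf* differed, 61.7% (upper limit 69.2%). Less cortical tissue in the OE-*Npbwr1* libraries is a candidate explanation for that part. The slope comes from male mice of another experiment, and no such share was computed within the 8 libraries compared. With the cortical score as a covariate in these 8 libraries *Bdnf* kept a log2 difference of −1.04 (adjusted p = 0.147 from edgeR), against −1.80 without it. This leaves an effect of the virus beyond the tissue open too. The overexpressed *Npbwr1* itself went from 1.58 to 0.89 with that covariate, so a smaller difference with it need not be a share of tissue. The paper's link to *Bdnf* also rests on qPCR after microinjection, where NPB lowered and CYM50769 raised it, which these libraries do not cover. The MHC class I list kept a median of −1.16 with that covariate, while the microglia list was at 0.00 (without the covariate −1.43 and −0.225, with 5 of 14 microglia and 8 of 17 activated microglia and macrophage genes lower when adjusted over the list alone), so a stronger immune response in the GFP control mice, whose virus had the higher titre in the paper, may account for the immune genes. The titre differs with the group in every mouse, so it cannot be separated from OE-*Npbwr1* by design.

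Between T75A and WT, over both injections and all times, 13 genes were called, and the paper does not report this comparison. All 13 lie within 10 Mb of *Ppp1r1b* on chromosome 11 (100%, against 1.67% of the 19523 genes tested that have a position), between 97989578 and 103724532, with *Ppp1r1b* from 98348404 to 98357796 on GRCm38. No called gene lies on another chromosome (0%), which argues against an effect of the T75A change on genes across the genome at these thresholds. DNA of another strain that came with the targeted allele is a candidate explanation, since such DNA flanks an allele after backcrossing. Regulation of neighboring genes by the allele itself was not tested.

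Caffeine against saline over all 8 combinations of genotype and time, which the paper does not report, called 20 genes. The 3 relations with a tissue score had Benjamini-Hochberg adjusted p-values of 2e-04 for *Npbwr1* and 0.00015 for each of the *Bdnf* slopes. For *Bdnf* the slope on the cortical score (1.237, r = 0.92, rho = 0.90, permutation p = 1e-04 for each, the smallest that 10000 permutations give) gives 1.89 of a difference of 2.11 in WT at ZT18 (89.5%, and 89% with the replicate number as a block).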

How the results depend on the processing

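The cortical covariate in the caffeine experiment, the newer quasi-likelihood method, DESeq2 filtered at 0.05 and the tests by the paper's times were chosen after the results were seen. Counts of called genes stayed within 1.5 times of the reported count in 83 of 111 planned comparisons with alternatives that kept all libraries, and in 86 of 120 that left 1 out. Named genes kept direction and side of the threshold in 338 of 383 and 304 of 388, and reversed in 0 and 2. For OE-*Npbwr1* (0 calls) no filter gave 13, DESeq2 107 and DESeq2 filtered at 0.05 116. For WT at ZT18 (9 calls) a mean of at least 50 counts gave 5, the leptomeningeal covariate 1, the cortical covariate 1, DESeq2 54, DESeq2 filtered at 0.05 22 (21 higher, 1 lower) and the compared libraries alone 0. For WT at ZT0 (2) at least 50 counts gave 1, the newer method 4, the compared libraries alone 0 and no fold threshold 4. For T75A at ZT12 (0) the compared libraries alone gave 1, at ZT18 (3) no fold threshold gave 7, and at ZT0 (1) RLE factors gave 3, at least 50 counts 3, the cortical covariate 0, DESeq2 10, DESeq2 filtered at 0.05 8, the compared libraries alone 0 and no fold threshold 3. The mean over 8 combinations (20) gave 11 with at least 50 counts and 376 with no fold threshold, and T75A against WT (13) gave 3 and 36. For WT minus T75A at ZT18 (0) DESeq2 gave 1 with either filter, and for WT ZT18 minus ZT0 (0) DESeq2 gave 1. Time of day gave 74 (newer method) and 73 (DESeq2) in WT (18) and 166 (DESeq2) in T75A (59). The *Per1* range ratio in T75A (1.05) was 0.988 by a 24 h cosine. The cause was not tested. In the caffeine experiment the library numbers in the labels run consecutively within each replicate number, which holds 1 library of every group. This layout would allow the replicate number as a block. Neither the labels nor the paper say that a replicate number marks a shared batch or day, so the libraries were not taken as paired. The mean correlation of same-numbered libraries was 0.133 in the caffeine experiment (−0.0444 between numbers, 285 of 480 pairs over 0.1) and −0.177 in the other (0 of 4 pairs over 0.1). Not every pair deviated together, but a shared batch would not require that. In the caffeine experiment 44 of 64 libraries correlated best with their own number, a hint from the data that the numbers share a source of variation. The main fit, the other splits of the samples and the permutations of the slopes leave the numbers out of account. With the number as a block the calls were 112 in WT at ZT18, 1 in WT at ZT6, 5 in T75A at ZT18, 8 in T75A at ZT0, 2 for WT minus T75A at ZT18, 31 and 110 for time of day in WT and T75A, and the exact p of the *Npbwr1* ratio of 2.40 and of the *Bdnf* ratio of 0.306 was 0.125, the smallest that 16 arrangements allow. Leaving out 1 library gave 0 to 20 calls for OE-*Npbwr1* (20 without GFP replicate 4, 1 without GFP replicate 2). In WT at ZT18 it gave 0 to 203 (23, 0, 136 and 32 without saline replicates 1 to 4 and 203, 1, 0 and 4 without caffeine replicates 1 to 4). In WT at ZT0 it gave 0 to 3 (0 without saline 2, saline 3, caffeine 1 or caffeine 3, 1 without caffeine 4). In T75A it gave 0 to 1 at ZT6 (1 without caffeine 4), 0 to 5 at ZT18 (0 without saline 2 or 3, 1 without saline 1, caffeine 1 or caffeine 3, 5 without saline 4) and 0 to 5 at ZT0 (0 without saline 2, saline 3 or caffeine 2, 2 without caffeine 1, 5 without saline 4). It gave 0 to 1 for WT minus T75A at ZT18 (1 without WT saline 2). Leaving out a replicate number gave 12 to 27 for the mean over 8 combinations (12 without 3), 13 to 14 for the genotypes, 0 to 23 for time of day in WT (0 without 3 or 4) and 6 to 36 in T75A (36, 24, 6 and 6 without 1 to 4). *Npbwr1* in WT at ZT18 ranged from 2.13 to 2.72 and lost the exact test at 2.33 without caffeine 2 and 2.13 without caffeine 4, where 3 against 4 mice allow it. *Bdnf* with OE-*Npbwr1* ranged from 0.274 to 0.365. *Npbwr1* in WT at ZT6 (1.03) ranged from 0.883 to 1.23 and was 0.928 without caffeine 2, 0.965 without caffeine 3 and 0.883 without saline 1. *Arntl* with OE-*Npbwr1* (log2 0.02) ranged from −0.029 to 0.08 and was −0.029 without GFP 3 and −0.01 without GFP 4. Range ratios turned for *Arntl* in WT (0.994 without 1, 0.994 to 1.55), *Per1* in T75A (0.607 without 1, 0.80 without 2, 0.607 to 1.23) and *Cry1* in T75A (1.07 without 2, 0.639 to 1.07), and in none of the others (*Per1* WT 0.687 to 0.806, *Per2* WT 0.698 to 0.807, *Cry1* WT 0.733 to 0.914, *Per2* T75A 0.751 to 0.83, *Arntl* T75A 1.01 to 1.98). At 20 to 97 raw counts per library, depth limits what can be said of *Npbwr1*.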

Differences from the paper's values

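No test reported here was chosen to come closer to the paper, and DESeq2 filtered at 0.05 was chosen after the results were seen. Supplementary Fig. 1 gives about 54 genes for WT at ZT18, read by eye, where edgeR called 9 at the thresholds that the paper states. Among the alternatives set before the data were examined, DESeq2 gave 54 and is the only one within 1.5 times, and every other setting, each left-out library included, stayed outside. The paper's methods name DESeq2. With DESeq2 *Npbwr1* was called in WT at ZT18 (adjusted p = 0.0341), and 52 of its 54 genes were called only there. For T75A at ZT18 the figure gives about 5, read by eye, and edgeR called 3. Of the alternatives set beforehand the replicate block (5), DESeq2 (4), no fold threshold (7) and leaving out saline replicate 4 (5) came within 1.5 times, and the others did not. For T75A at ZT0 the figure gives about 10, read by eye, and edgeR called 1. Of the alternatives set beforehand the replicate block (8) and DESeq2 (10) came within 1.5 times, and the others did not. DESeq2 filtered at 0.05, added later, also came within 1.5 times there (8) and in T75A at ZT18 (4).

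For OE-*Npbwr1* the paper gives 7 genes and edgeR called 0. None of the alternatives set before the data were examined came within 1.5 times of 7, with 13 for no filter, 107 for DESeq2 and 0 to 20 with 1 library left out. DESeq2 and edgeR with no filter called *Bdnf* (adjusted p = 2.39e-07 and 0.0172), which the paper's table lists at an adjusted p of 0.00401. The table could be read for the first 1998 of 55400 rows. Its base means do not equal those of the deposited counts (*Bdnf* 205.11 against 166.4, and over the rows 0.811 to 1.24 times from the 1st to the 99th percentile), while its log2 fold changes differ by a median of 0.00115, so its adjusted p-values need not come from the counts analysed here.

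The paper describes a possible flattening of clock gene rhythms by caffeine. The ratio of the ranges was below 1 for *Per1*, *Per2* and *Cry1* in WT and above 1 for *Arntl*, and none of the 8 passed the permutation test. For *Npbwr1* with saline in WT the paper reports that ZT18 differed from each other time. Time of day had an unadjusted p of 0.362 for this gene there from edgeR.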

Other observations

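The tests by the paper's times and the comparisons between groups of tests were chosen after the results were seen, while the comparisons of all 8 combinations, of the genotypes and of time of day were planned.

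Across all 8 combinations of genotype and time 16 genes rose and 4 fell 2 h after caffeine (edgeR adjusted p under 0.05, log2 fold change beyond 0.5), and DESeq2 called 16, all shared. *Vegfa* (0.64, SE 0.05), *Adm* (1.10, SE 0.09), *Depp1* (1.12, SE 0.15), *Apold1*, an early response gene of endothelial cells (0.92, SE 0.13), and *Tmem252* (0.82, SE 0.19) were higher, as were the immediate early gene *Npas4* (0.64, SE 0.13), *Maff* (0.62) and *Acer2* (0.65). The immediate early gene *Egr2* (−0.75, SE 0.16) and the endothelin gene *Edn1* (−0.57, SE 0.09) were lower, and so was *Slc6a12* (−1.17, SE 0.32, adjusted p = 0.0399), whose call ended whichever replicate number was left out (−0.825, adjusted p = 0.349 without 2). The calls of *Egr2* (without 1), *Maff* (without 2, 3 or 4) and *Npas4* and *Tmem252* (without 3) ended in some of these fits too. Of the 20 genes 17 went the same way in all 8. Of 20 hypoxia-inducible genes 9 were higher at an adjusted p under 0.05 over all genes, of which only *Vegfa*, *Adm* and *Ppp1r3c* (0.53) also passed the fold threshold, and 11 when adjusted over the list alone (median 0.12, camera adjusted p = 2.35e-36, and 1.29e-08 with an estimated correlation), with *Apln* at 0.41. Of 20 endothelial barrier genes 3 were higher at an adjusted p under 0.05 over all genes, *Vegfa* and *Adm* among them (camera adjusted p = 5.61e-06, and 0.00388 with an estimated correlation), with the receptor gene *Flt1* at 0.18. Of 23 activity-regulated genes 1 was higher and 4 were lower at an adjusted p under 0.05 over all genes, among them *Egr1* (−0.31) and *Egr3* (−0.18), and the list as a whole was not called (camera adjusted p = 0.91). In the core clock *Per2* (−0.18) and *Bhlhe41* (−0.14) were lower when adjusted over the list alone.

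Between T75A and WT the lower genes were *A830036E02Rik* (−5.10), *Krt20* (−4.29), *Krt12* (−3.77), *C130046K22Rik* (−1.96), *Gm11642* (−0.85) and *Rdm1* (−0.54), and the higher ones *Gm11940* (1.90), *Arhgap27os3* (1.53), *Arhgap27os2* (1.29), *Meox1* (1.13), *Ccr10* (0.98), *Pnmt* (0.87) and *Arl5c* (0.65). At an adjusted p alone 35 of 36 genes lie within 10 Mb of *Ppp1r1b*, and the other is *Dlg1* on chromosome 16 (0.11). Of 26 interferon response genes 2 were higher in T75A when adjusted over the list alone (median 0.23, camera adjusted p = 2.81e-11, and 0.792 with an estimated correlation). With OE-*Npbwr1* all 5 erythrocyte genes were higher when adjusted over the list alone (median 0.72, camera adjusted p = 1.54e-12, and 0.0893 with an estimated correlation), and 3 of 6 genes of B lymphocytes and 5 of 14 of microglia were lower (camera adjusted p = 2.2e-06 and 4.33e-10, and 0.0893 and 0.247 with an estimated correlation).

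Other splits of the same samples show for which counts chance can be excluded. It can be for caffeine over all 8 combinations (20 calls, 1 of 100 splits as large, highest other 1), T75A against WT (13, 1 of 100, highest other 0), and time of day in T75A (59, 1 of 100, highest other 33). For caffeine in WT at ZT0 (2, 1 of 35, highest other 1) and in T75A at ZT18 (3, 1 of 35, highest other 1) no other split was as large. The margins there were 1 and 2 genes, at the smallest share that 35 splits allow and with no adjustment over the 8 combinations. Both counts also fell to 0 without single libraries, so chance stays open for them. Chance cannot be excluded for caffeine in WT at ZT18 (9, 2 of 35, highest other 25), caffeine in T75A at ZT0 (1, 17 of 35, highest other 7), time of day in WT (18, 27 of 100, highest other 224) or DESeq2 with OE-*Npbwr1* (107, 6 of 35, highest other 403). In the last 2, and in caffeine in T75A at ZT0, another split called several times the real count, which points to a structure of the samples. With 0 real calls every split is as large, 35 of 35 for OE-*Npbwr1* with edgeR (highest other 51), for caffeine at ZT6 and ZT12 in WT (4 and 1) and in T75A (4 and 0), and 100 of 100 for the differences of caffeine effects between genotypes at ZT18 (3), at ZT6 (5) and over 4 times (7), between ZT18 and ZT0 (49) and between ZT6 and ZT12 (1) in WT, and among all 8 combinations (2).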
